# Co-Regulation of the DAF-16 Target Gene, *cyp-35B1/dod-13*, by HSF-1 in *C. elegans* Dauer Larvae and *daf-2* Insulin Pathway Mutants

**DOI:** 10.1371/journal.pone.0017369

**Published:** 2011-03-09

**Authors:** Wendy B. Iser, Mark A. Wilson, William H. Wood, Kevin Becker, Catherine A. Wolkow

## Abstract

Insulin/IGF-I-like signaling (IIS) has both cell autonomous and non-autonomous functions. In some cases, targets through which IIS regulates cell-autonomous functions, such as cell growth and metabolism, have been identified. In contrast, targets for many non-autonomous IIS functions, such as *C. elegans* dauer morphogenesis, remain elusive. Here, we report the use of genomic and genetic approaches to identify potential non-autonomous targets of *C. elegans* IIS. First, we used transcriptional microarrays to identify target genes regulated non-autonomously by IIS in the intestine or in neurons. *C. elegans* IIS controls expression of a number of stress response genes, which were differentially regulated by tissue-restricted IIS. In particular, expression of *sod-3*, a MnSOD enzyme, was not regulated by tissue-restricted IIS on the microarrays, while expression of *hsp-16* genes was rescued back to wildtype by tissue restricted IIS. One IIS target regulated non-autonomously by *age-1* was *cyp-35B1/dod-13*, encoding a cytochrome P450. Genetic analysis of the *cyp-35B1* promoter showed both DAF-16 and HSF-1 are direct regulators. Based on these findings, we propose that *hsf-1* may participate in the pathways mediating non-autonomous activities of *age-1* in *C. elegans*.

## Introduction

Insulin/IGF-I-like signaling (IIS) is a highly conserved pathway for promoting growth under replete conditions. Growth control is cell-autonomously regulated by IIS to determine cell and organ size in the affected tissue [1], [2]. In addition to this well-conserved cell-autonomous function, IIS can also have non-autonomous effects on other parts of the body. These actions of IIS have been uncovered in *C. elegans*, *Drosophila* and mice, through studies of mosaic animals with IIS restricted to specific tissues. In worms and flies, tissue-restricted IIS non-autonomously regulates development and adult longevity [3], [4], [5], [6], [7], [8]. In mice, brain-specific insulin receptor deletion is associated with obesity and low fertility, likely reflecting hormonal disruptions [9]. Tissue-restricted IIS could confer these non-autonomous effects either specifically, through endocrine outputs, or non-specifically, through pleiotropic phenotypes resulting from tissue dysfunction due to inadequate growth. Thus, these findings raise new challenges for identifying the downstream pathways mediating non-autonomous effects of IIS [10].

This question can be investigated in *C. elegans*, for which the major IIS pathway components have been identified. These include *daf-2*, encoding the sole *C. elegans* insulin/IGF-I receptor-like protein, and *age-1*, encoding a p110 PI3K catalytic subunit that is the primary DAF-2/IR effector [11], [12], [13], [14]. The major downstream target of *daf-2* and *age-1* is *daf-16*, which encodes a FOXO transcription factor antagonized by DAF-2 signaling [15], [16]. In *C. elegans*, the *daf-2* pathway acts at both the cellular and organism level. At the cellular level, the *daf-2* pathway cell-autonomously regulates *sod-3* expression [6], [17], [18]. A second cell-autonomous output of the *daf-2* pathway is the regulation of FIRE response sensitivity in intestinal cells [8]. Two types of behavioral plasticity are also regulated cell-autonomously by *daf-2* [19]. The non-autonomous outputs of *daf-2* regulate organismal phenotypes. The *daf-2* pathway promotes reproductive development and prevents dauer larval arrest under replete conditions [14], [20], [21], [22]. In adult animals, the *daf-2* pathway promotes wildtype longevity and normal stress resistance [11], [23], [24], [25], [26], [27]. Both dauer arrest and adult longevity are controlled non-autonomously by *daf-2* and *age-1* activity from several cell types [3], [7], [8].

The downstream effectors for *daf-2* non-autonomous regulation of dauer arrest and adult longevity are not known. *daf-16*, the major cell-autonomous *daf-2* target, regulates longevity primarily from intestinal cells [6]. A working model proposes that *daf-2* activity can regulate *daf-16* through both the cell-autonomous pathway, via *age-1* and *akt-1*, and non-autonomously, through unidentified pathways [8]. The *daf-2* pathway's non-cell autonomous actions may reflect crosstalk with other signaling pathways that convergently regulate dauer arrest and adult longevity. One candidate is the heat-shock transcription factor, encoded by the *hsf-1* gene, which regulates lifespan, proteotoxicity and dauer arrest in collaboration with *daf-16* [16], [27], [28], [29]. HSFs are highly conserved and direct the expression of heat-shock proteins in response to thermal stress. In *C. elegans*, *hsf-1* also promotes the expression of other, non-*hsp*, targets in *daf-2* mutants through both *daf-16*-dependent and independent mechanisms [28].

To identify factors mediating the non-cell autonomous effects of the *daf-2* pathway upon dauer arrest, we searched for transcriptional targets regulated non-autonomously by *age-1* and then analyzed factors directing their regulation in response to the *daf-2/age-1* pathway. Using microarrays, we examined gene expression in animals with *age-1* activity restricted to neurons or gut, and the results were compared with gene expression in wildtype animals and zygotically null *age-1* mutants (*m+z-*). This approach identified a collection of transcripts that were potentially regulated by *age-1* in a non-cell autonomous fashion. We characterized the *cis-* and *trans-*requirements for *daf-2*-dependent expression of on of these non-autonomous targets, *cyp-35B1/dod-13*. The findings suggest that *hsf-1* may be a component of pathways mediating *age-1* non-autonomous activities.

## Results

### Gene expression patterns in animals with tissue-restricted *age-1* activity

In order to search for targets regulated non-autonomously by *age-1*, gene expression was analyzed in animals with tissue-restricted *age-1* activity. This analysis compared gene expression in zygotically null *age-1* mutants (*age-1(mg44)*(m+z-)) with that in *age-1(mg44)* animals carrying transgenes directing neuronally-restricted (CY251) or intestinally-restricted (CY262) *age-1* expression (Fig. 1A). Both neuronal and intestinal *age-1* expression rescued constitutive dauer arrest of *age-1(mg44)* [8]. The extended lifespan of *age-1(mg44)* adults was also rescued by *age-1* expression in either tissue, although CY262 more strongly rescued adult longevity than CY251, consistent with a critical role for intestinal *daf-16* activity for extended lifespan [6].

**Figure 1:**
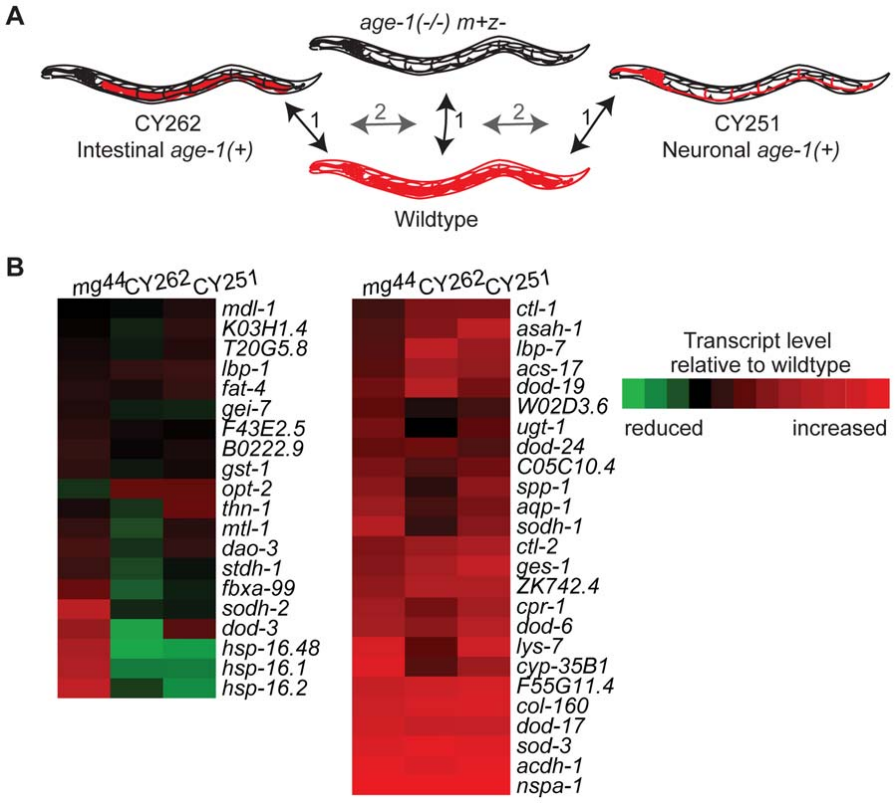
Transcriptional microarrays were used to identify non-autonomous *age-1* target genes. Global gene expression was compared in three strains; zygotic null *age-1(mg44)* adults, CY251 (*age-1(mg44)* with neuronally-restricted *age-1* expression) and CY262 (*age-1(mg44)* with intestinally-restricted *age-1* expression). All 3 strains were compared to the wildtype (*age-1(+)*). The dauer-constitutive phenotype of *age-1(mg44)* is maternal-effect. Therefore, this analysis used zygotic *age-1(mg44)* homozygotes (z-) from heterozygous *age-1(mg44/+)* parents (m+), which developed to adulthood due to maternal *age-1* activity. Tissues with *age-1* activity are colored orange; tissues lacking *age-1* activity are outlined in black. A. Strategy for analyzing microarray results to screen for potential non-autonomous *age-1* target genes. Step (1): Transcript abundance in all 3 strains was compared to wildtype. Step (2): Transcript abundance in CY262 and CY251 was compared to *age-1(mg44)*. Transcripts altered in *age-1(mg44)* (p<0.05 vs wildtype) and rescued in both CY262 and CY251 (p≥0.05 vs wildtype) were considered potential non-autonomous *age-1* targets. B. Heat map showing relative expression levels for 45 genes previously identified as *daf-2* targets [30]. The results show that elevated expression of 3 *hsp-16* genes in *age-1(mg44)* animals was rescued to low levels by tissue-restricted *age-1* activity, suggesting these may be non-autonomously regulated by *age-1*. However, *sod-3* levels remained elevated in the presence of tissue-restricted *age-1* activity, consistent with findings that the *daf-2* pathway cell-autonomously regulates *sod-3* in many tissues [6].

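RNA of each strain was labelled with Cy3 and RNA of wildtype N2 animals with Cy5, and both were hybridized to the same Agilent *C. elegans* array. The animals had grown for 72 h at 20°C. There were 2 arrays for *age-1(mg44)*, 3 for CY262 and 3 for CY251, so wildtype RNA was measured on all 8 arrays. The article gives 3 replicates for N2, and which wildtype RNA was on which array is not stated. The 8 wildtype channels may therefore share RNAs and are not 8 independent wildtype samples. The dyes were not swapped. A probe that responds unequally to the dyes therefore shifts every comparison with wildtype in the same direction, whereas this shift cancels in a comparison between strains. The authors deposited the output of Agilent's Feature Extraction software, which lists for each spot the raw signal of both dyes, the local background and a processed signal that is background-subtracted and dye-normalized. The values reported here start from the raw signal. It was corrected for background with limma's normexp method (offset 50), and the log2 ratio of strain to wildtype was normalized by loess within each array. Spots that the software marked as outliers were left out, and the brightest probe was kept for each gene, which gave 18874 genes from 20401 probes. All 8 arrays entered one limma model, which takes their log ratios as independent and does not account for shared wildtype RNA. Each strain's mean log2 ratio was tested against 0, and the strains were tested against each other. Adjusted p values are Benjamini-Hochberg values from limma. Between 86.1% and 92.8% of the 21482 spots were well above background in each channel by the software's own test.

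The deposited records give 3 different assignments of 4 of the arrays. The array recorded as CY262 replicate 2 has a file named for CY251, and the array recorded as CY251 replicate 2 has a file named for CY262. In the deposited value table, the values of these arrays and of both replicate 3 arrays stand under another of these samples. There, the array recorded as CY262 replicate 2 is CY251 replicate 3, the array recorded as CY251 replicate 2 is CY262 replicate 2, the array recorded as CY262 replicate 3 is CY251 replicate 2, and the array recorded as CY251 replicate 3 is CY262 replicate 3. Each of these columns equals the log ratios of that array for 100% of its values (tolerance 1e-05), and its own recorded array for at most 0.107%. Both *age-1(mg44)* arrays and both replicate 1 arrays stand under the same sample in all records. CY262 and CY251 here mean the arrays as recorded, and values under another assignment are named as such.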

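Against wildtype, 3697 genes changed in *age-1(mg44)* (adjusted p under 0.05 in limma), of which 2197 were higher and 1500 lower. There were 6118 changed genes in CY262 and 5860 in CY251. Each count fell when any one array of its strain was left out, which also leaves fewer arrays to estimate the mean and spread. Without *age-1(mg44)* replicate 2 the first count was 278, and without its replicate 1 it was 940. The count in CY262 was 4237, 3301 and 3225 without its replicate 1, 2 and 3. That in CY251 was 4174, 3450 and 3885 in the same order. Of all alternatives, division of the raw signal by its mean over the array moved the count for *age-1(mg44)* up the most, to 14310, and a test of the strain channel against the wildtype channel of the same arrays moved it down the most, to 0, as did the same test on z-scores. Fewer genes differed between the strains. Only 5 genes passed the threshold between CY262 and *age-1(mg44)*, where 1276 had an unadjusted p under 0.05, and 1 gene between CY251 and *age-1(mg44)*, where 1281 did. Without any one of CY262 replicates 1 and 3, CY251 replicates 1, 2 and 3 and the *age-1(mg44)* arrays, both counts were 0. By limma, no gene passed it between CY262 and CY251, where 150 genes had an unadjusted p under 0.05. With the arrays assigned as in the value table, these counts were 4, 4 and 0 (267 genes at an unadjusted p under 0.05 in the last). Under that assignment with the replicate number as a block, a choice made after the values were seen, the counts were 29, 0 and 0. With the arrays assigned by their file names, they were 12, 61 and 28.

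The *age-1* transcript itself (B0334.8) was lower than in wildtype on all 8 arrays. Its log2 fold change was -1.35 (SE 0.252, n = 2, adjusted p = 0.0159 from limma) in *age-1(mg44)*, -1.47 (SE 0.206, n = 3, adjusted p = 0.00394 from limma) in CY262 and -1.45 (SE 0.206, n = 3, adjusted p = 0.00319 from limma) in CY251. The call in *age-1(mg44)* was lost without replicate 1 (-1.64) and without replicate 2 (-1.06).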

Since *age-1* and *daf-2* mutants share many phenotypes, we expected that the *age-1* and *daf-2* transcriptomes would be similar. Therefore, we compared our results for *age-1(mg44)* and those of a previous study of gene expression in *daf-2* pathway mutants [30]. Of 113 *daf-2* targets which were also significantly changed in our experiment, 73% were changed concordantly in *age-1(mg44)* adults (fold-change p≤0.05, t-test) (Table S1). 

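Of the class 1 and class 2 targets listed in Table S1, 471 genes were on the arrays, and 223 of them had an unadjusted p of at most 0.05 in *age-1(mg44)*. The change was concordant, that is higher for class 1 and lower for class 2, in 162 of the 223 (72.6%). The share differed between the classes. Of 241 class 1 genes, 136 changed, 125 of them higher and 11 lower, and the median log2 fold change of the class was 0.95. Of 230 class 2 genes, 87 changed, 37 of them lower and 50 higher, with a median log2 fold change of -0.0063. At an adjusted p under 0.05 over all genes, 103 class 1 and 53 class 2 genes changed. Adjusted over the list alone, 122 and 57 did. The concordant share was lowest, 64.6%, when the raw signals were turned into z-scores on each array, and highest, 82.5%, without *age-1(mg44)* replicate 2.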

Considering the differences in reference pools and growth conditions, these results indicate high concordance of the *age-1* and *daf-2* transcriptomes, consistent with the fact that *age-1* and *daf-2* have similar mutant phenotypes [14]. These findings support the role of AGE-1/PI3K as the major effector for DAF-2 signaling.

The goal of this analysis was to identify *age-1* target genes that could be regulated non-autonomously by the *age-1* pathway. We reasoned that non-autonomous targets would be rescued to wildtype levels in the strains CY262 and CY251, which express *age-1* only in the intestine or neurons, respectively. Using these criteria, we examined the effect of tissue-restricted *age-1* activity on the 82 transcripts whose expression was regulated concordantly in *age-1* and *daf-2* mutants. 

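Rescue of the 162 concordant targets was scored with the p-value criteria that the study states: an unadjusted p of at least 0.05 against wildtype and under 0.05 against *age-1(mg44)*, with a shift toward wildtype. By these criteria 9 targets (5.56%) were rescued in both strains, 4 in CY262 alone, 3 in CY251 alone and 146 in neither. By the p against wildtype alone, a criterion added for these targets after the counts by both criteria had been seen, 26 were rescued in both. In simulated arrays of 3 strains that do not differ, 0.87 concordant targets on average met the criteria in both strains (range 0 to 3 in 100 draws). Under the value table's assignment, 169 targets were concordant, and 7 were rescued in both strains, 8 in CY262 alone and 4 in CY251 alone. With the replicate 2 arrays exchanged as their file names say, 4 of 183 concordant targets were rescued in both. Without *age-1(mg44)* replicate 2, 5 were.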

We found that 30% (25 targets) were rescued in both CY262 and CY251, one target was rescued only in CY251, three targets were rescued in only CY262 and 65% (53 targets) were not rescued in either strain or had inconclusive data (Table S1). The targets whose expression was rescued in both CY251 and CY262 are potential non-autonomous *age-1* targets (Fig. 1B, Table S1). These included genes involved in a variety of processes, such as antimicrobial defense (*clec-13*, *lys-7*), reproduction (*vit-2*, *-4* and *-5*), catalysis (*F09F7.7* dioxygenase) and metabolism (*acr-2*). 

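Of the genes named from this group, *acs-2* (F28F8.2) and *lipl-4* (K04A8.5) met the criteria for rescue in both strains. The log2 fold change of *acs-2* was 1.07 (SE 0.224, n = 2, adjusted p = 0.0225 from limma) in *age-1(mg44)*, 0.12 in CY262 and 0.15 in CY251. That of *lipl-4* was 1.82 (SE 0.3, n = 2, adjusted p = 0.0111 from limma), 0.01 and 0.27. The differences of both genes from *age-1(mg44)* had adjusted p values between 0.517 and 0.684 in limma. With the replicate 2 arrays exchanged, *lipl-4* was below wildtype in CY262 (-0.29, adjusted p = 0.0458 from limma), and it was lower than in *age-1(mg44)* in CY262 (-2.12, adjusted p = 0.00935 from limma) and in CY251 (-1.26, adjusted p = 0.0391 from limma). Over all alternatives its adjusted p against *age-1(mg44)* was otherwise above 0.05. Without *age-1(mg44)* replicate 2 the rises of *acs-2* (0.53) and *lipl-4* (1.66) no longer passed the threshold, and after centring each array on its median, *acs-2* was below wildtype in CY262 and CY251.

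*clec-13* (H16D19.1) rose by a log2 fold change of 3.43 (SE 0.375, n = 2, adjusted p = 0.00368 from limma) in *age-1(mg44)*. It remained above wildtype at 1.27 (SE 0.306, n = 3, adjusted p = 0.0224 from limma) in CY262 and 1.36 (SE 0.306, n = 3, adjusted p = 0.017 from limma) in CY251. Its differences from *age-1(mg44)* were -2.15 in CY262 and -2.06 in CY251 (adjusted p = 0.532 and 0.618 from limma). Adjusted over the 30 genes the paper names alone, they passed the threshold as recorded in neither strain (adjusted p = 0.052 and 0.0575 from limma). They passed it in both under the value table's assignment (0.000498 and 0.009) and the file names (0.00973 and 0.0194). *lys-7* (C02A12.4) was 4.40 above wildtype on the log2 scale in *age-1(mg44)* (SE 0.909, n = 2, adjusted p = 0.0213 from limma), 2.29 in CY262 and 2.10 in CY251, with a spread between CY251 arrays (SD 1.95) close to its difference from *age-1(mg44)* (-2.30). Under the value table's assignment *lys-7* passed the threshold in CY251 (2.69, adjusted p = 0.0276 from limma). *cdr-2* (C54D10.1) was 3.92, 2.53 and 2.07 above wildtype, past the threshold in each strain. *F09F7.7* was 1.28, 0.76 and 0.52 above wildtype and *F52H3.5* 0.78, 0.29 and 0.48, and neither gene's difference from *age-1(mg44)* reached an unadjusted p under 0.05. The probes of *vit-2*, *vit-4* and *vit-5* were saturated in the wildtype channel. Their fitted log2 fold changes in *age-1(mg44)*, which saturation pulls toward 0, were -1.40, -1.24 and -0.75, and none passed the threshold (adjusted p = 0.0757, 0.132 and 0.26 from limma). With the replicate 2 arrays exchanged, that of *vit-2* did (adjusted p = 0.0298 from limma).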

Little expression data was available for these targets, although two are reportedly intestinal (*lys-7*, *lipl-4*) and four have complex expression patterns (*cdr-2*, *F09F7.7*, *acs-2* and *F552H3.5*).

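In *age-1(mg44)*, 1707 genes were at least 2-fold higher than in wildtype with an unadjusted p of at most 0.05, and 1361 of them also had an adjusted p under 0.05 in limma. Their median log2 fold change was 1.62 in *age-1(mg44)*, 1.55 in CY262 and 1.69 in CY251, and 1321 of them remained at least 2-fold higher than wildtype in CY262 and 1307 in CY251. They included 26 of 26 major sperm proteins, 17 of 18 other sperm genes and 70 of 150 cuticle collagens. As lists, these also rose in CY262 and CY251. A difference in stage from wildtype and an effect of *age-1* cannot be told apart for them. A rise from a shared difference in stage would remain in CY262 and CY251, so these medians do not show how far *age-1* targets stay unrescued. The count of genes at least 2-fold higher in *age-1(mg44)* depended most on the background correction. It was 685 without background subtraction and 2626 from Agilent's processed signal after loess. Leaving out one array gave between 1304 and 1742 genes. Of the genes listed in Table S2, 771 could be matched to the arrays. On these arrays 768 of them were higher in *age-1(mg44)* than in wildtype, and 709 were at least 2-fold higher with an unadjusted p of at most 0.05.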

We then conducted this comparison for 791 transcripts that were significantly and reproducibly overrepresented in *age-1(mg44)* adults versus wildtype adults (at least 2-fold overrepresented, p≤0.05), without regard to their inclusion in the *daf-2* transcriptome (Table S2). We set two criteria for rescue of *age-1* targets in these strains. First, *age-1* targets were defined as being more than 2-fold overexpressed in comparison with wildtype levels with a p-value<0.05 (t-test vs wildtype). For rescue in CY262 or CY251, expression was both insignificantly different from that in wildtype animals (p≥0.05) and significantly different from that in *age-1(mg44)* animals (p<0.05). Within the group of 791 *age-1*-upregulated transcripts, 127 (16%) were rescued in both CY262 and CY251, and were potentially regulated non-autonomously by *age-1*. This group was composed of genes involved in a variety of biological processes, including defense or signaling (7 glutathione S-transferases, 5 cytochrome P450s, 6 lectins, 3 alcohol dehydrogenases, 4 glucuronosyltransferase and 3 nuclear hormone receptors). 

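By both p-value criteria, 30 of the genes at least 2-fold higher in *age-1(mg44)* (1.76%) were rescued in both CY262 and CY251. The genes counted include the sperm and collagen genes, whose rise may reflect stage, so this is not a share of *age-1* targets alone. The p-value against wildtype alone, as in the legend of Fig. 1, gave 121 genes, and a stricter rule, an adjusted p under 0.05 against *age-1(mg44)* with at least 50% of the log2 rise removed, gave 1. The value table's assignment gave 23 genes, 22 of which were among the 30, or 35 with the replicate number as a block, 11 of which were, and the assignment by file names gave 21, with 17 among the 30. Without *age-1(mg44)* replicate 1, 62 genes met the criteria. Both strains are compared with the same *age-1(mg44)* arrays, so some overlap arises by chance: simulated arrays of 3 strains with no difference gave 7.78 genes on average (SD 2.82, range 2 to 17). Across genes, which are not independent replicates, the differences of CY262 and of CY251 from *age-1(mg44)* had a correlation of 0.868, against 0.599 in the simulation. Regroupings of the real arrays gave 0 to 32 genes rescued in both, a wider spread than in the simulation, which alone does not exclude chance.

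Of the genes that Table S2 places in this group, 126 could be matched to the arrays, and 117 of them were at least 2-fold higher in *age-1(mg44)* here. In CY262 125 of them were lower than in *age-1(mg44)*, and in CY251 125 were as well. Their median log2 fold change against wildtype was 1.89 in *age-1(mg44)*, 1.10 in CY262 and 1.01 in CY251, and 9 of them met both criteria in both strains. The table chose these genes on the same arrays, so these counts are not independent of it. The paper reasons that a target regulated non-autonomously should return to wildtype levels whether *age-1* is expressed in the intestine or in neurons, and from rescue in both strains it proposes that these genes are potentially regulated non-autonomously by *age-1*.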

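Among the genes rescued here in both strains were 2 cytochrome P450s (*cyp-14A1* and *cyp-34A9*) and 3 C-type lectins (*clec-18*, *clec-47* and *clec-128*), which are named for these small counts and so were chosen after their values were seen. None of 23 glutathione S-transferases and none of 20 UDP-glucuronosyltransferases that were at least 2-fold higher in *age-1(mg44)* met the criteria in both. As a group, 40 glutathione S-transferases had a median log2 fold change of 1.03 in *age-1(mg44)*, 0.69 in CY262 and 0.64 in CY251. Each passed limma's camera test (adjusted p = 2.34e-10, 2.85e-06 and 1.24e-05) and fry test (adjusted p = 0.00183, 0.00345 and 0.00389), with 37, 34 and 35 of the 40 genes above wildtype, and the median in *age-1(mg44)* stayed between 0.31 and 1.85 over 29 settings. Against *age-1(mg44)* itself, their median difference was -0.22 in CY262 (camera adjusted p = 0.000163, fry 0.227, 13 of 40 genes higher) and -0.25 in CY251 (camera 4.37e-06, fry 0.188, 12 of 40 higher). The median of 61 UDP-glucuronosyltransferases was 0.64, 0.42 and 0.47 in the same order. Their differences from *age-1(mg44)* were -0.21 in CY262 (camera 2.37e-05, fry 0.172, 15 of 61 higher) and -0.17 in CY251 (camera 3.68e-06, fry 0.227, 13 of 61 higher). For 73 cytochrome P450s the median was 0.26, 0.17 and 0.22, and the differences were -0.10 in CY262 (camera 0.000277, fry 0.0548, 21 of 73 higher) and -0.0885 in CY251 (camera 1.38e-05, fry 0.0367, 23 of 73 higher). These differences of the 3 families were below 0 and past camera's threshold in both strains under all 29 settings, and past fry's under at most 16. The median of 235 C-type lectins was near 0 in each strain (0.0018 in *age-1(mg44)*), and its sign changed with the setting (from -0.0341 to 0.73 in *age-1(mg44)*).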

We expect that some non-autonomous *age-1* targets should be expressed outside of the *age-1*-expressing tissues in CY262 and CY251. Therefore, we surveyed the available expression data for these genes. Of the 127 potentially non-autonomous *age-1* targets, expression data was available for 18 (Wormbase, release 190). Eleven genes were reportedly expressed in the intestine, with 5 exclusively intestinal, although the significance of intestinal expression is unclear since this is a common site for promiscuous transgene expression in *C. elegans* [8]. The targets that were not exclusively intestinal were expressed in a variety of tissues, including neurons (7), hypodermis (8), the gonad (2), epidermal seam cells (3), muscle (5) and the pharynx (5). This finding is consistent with the idea that *age-1* non-autonomous outputs might target many of the body's tissues.

Using these rescue criteria, we also found that 12 targets were preferentially rescued in CY251 animals, while 37 were preferentially rescued in CY262 animals. 

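Rescue in a single strain was scored with the same criteria. It was met by 16 genes in CY262 only and by 24 in CY251 only. The simulated strains without any difference gave 20.7 (range 11 to 30) and 20.8 (range 12 to 30) such genes. Neither count as recorded therefore exceeded what the shared *age-1(mg44)* arrays give by chance. The counts also followed the assignment of the arrays. They were 38 and 24 under the value table's assignment (63 and 27 with the replicate number as a block) and 31 and 110 under the file names. Against the same simulated ranges and without the block, the 38, the 31 and the 110 lay above and the 24 within. Whether a count lay above the simulated range therefore depended on the assignment. For rescue in both strains, regroupings of the real arrays spread more widely (0 to 32 genes) than the simulation (2 to 17). A count above the simulated range therefore does not exclude chance. Leaving out one array gave between 10 and 43 genes for CY262 only, the lowest without CY251 replicate 2 and the highest without CY262 replicate 3. For CY251 only it gave between 9 (without CY262 replicate 3) and 111 (without CY251 replicate 2), and 12 without *age-1(mg44)* replicate 2.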

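The genes *nas-9* (C37H5.9), *F17A9.5* and *clec-4* (Y38E10A.5) did not differ between CY262 and CY251, as recorded, by more than the spread of their arrays. *nas-9* was 2.02 above wildtype on the log2 scale in *age-1(mg44)* (SE 0.723, n = 2, adjusted p = 0.0998 from limma, and 0.0411 with the replicate 2 arrays exchanged), 1.63 in CY262 and 1.65 in CY251. Its difference between CY262 and CY251 was -0.0201 (SE 0.835), and it was 0.93 (SE 0.749) under the value table's assignment. *F17A9.5* was 1.28 above wildtype (SE 0.349, n = 2, adjusted p = 0.0472 from limma), 0.78 in CY262 and 0.84 in CY251. Its difference between the strains was -0.0658 (SE 0.403), or 0.60 (SE 0.328) under the value table's assignment. *clec-4* was 2.36 above wildtype (SE 0.837, n = 2, adjusted p = 0.0981 from limma), 2.00 in CY262 and 1.32 in CY251. Its difference between CY262 and CY251 was 0.67 (SE 0.966) as recorded, 1.26 (SE 0.87) under the value table's assignment and 2.45 (SE 0.302, adjusted p = 0.0541 from limma) under the file names. Adjusted over all genes, none of these differences passed the threshold under the 3 assignments. Adjusted over the 30 genes the paper names alone, that of *clec-4* did under the file names (adjusted p = 0.00321 from limma). The rise of *clec-4* in *age-1(mg44)* passed the threshold under the file names as well (adjusted p = 0.00182 from limma). In CY262 all 3 genes were above wildtype past the threshold under both other assignments (adjusted p from 0.000218 to 0.0298 in limma), and as recorded none was. The SEs above take no account of the replicate number. Under the value table's assignment *nas-9* was, by replicate number and CY262 first, 3.34 and 1.97, 2.26 and 1.295, and 0.71 and 0.24. *F17A9.5* was 1.63 and 0.83, 1.22 and 0.37, and 0.48 and 0.33. Both genes were thus higher in CY262 in each pair, whereas *clec-4* was lower in replicate 3 (0.36 and 0.46). The pairs were not tested.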

The targets rescued preferentially in CY251 included one metalloprotease (*nas-9*), one NADH oxidase (*F17A9.5*) and one lectin (*clec-4*). Expression data was only available for *nas-9*, which is expressed in the hypodermis. The targets preferentially rescued in CY262 functioned in a variety of processes including stress resistance (3 glutathione S-transferases, 3 glucuronosyltransferases) and metabolism (1 fatty acid desaturase and 2 lipases). Expression data is available for 10 of the CY262-rescued targets. Eight of these targets are expressed intestinally, with 5 expressed exclusively in the intestine (*fat-5* fatty acid desaturase, *F09C8.1* phospholipase, *F54F3.3* lipase, *F42A10.6* unknown function and *lec-6* lectin). 

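As recorded, the 5 genes *fat-5* (W06D12.3), *F09C8.1*, *F54F3.3*, *F42A10.6* and *lec-6* (Y55B1AR.1) were lower than in *age-1(mg44)* to a similar extent in both strains. The largest rise in *age-1(mg44)* was that of *fat-5*, a log2 fold change of 3.58 (SE 0.999, n = 2, adjusted p = 0.0507 from limma, and 0.0383 under the value table's assignment). *fat-5* differed from *age-1(mg44)* by -0.81 in CY262 (SE 1.29) and -0.80 in CY251 (SE 1.29). For the other genes the difference from *age-1(mg44)* lay between -0.57 and -0.66 in CY262 and between -0.72 and -0.76 in CY251. Under the value table's assignment all 5 were lower in CY262 than in CY251. The differences from *age-1(mg44)*, CY262 first, were -1.41 and -0.19 for *fat-5*, -1.18 and -0.20 for *F09C8.1*, -0.91 and -0.41 for *F54F3.3*, -1.05 and -0.35 for *F42A10.6* and -0.77 and -0.57 for *lec-6*. They were, with the replicate 2 arrays exchanged, -1.54 and -0.07, -1.12 and -0.26, -0.78 and -0.54, -0.88 and -0.53, and -0.68 and -0.67 in the same order. None of these differences between CY262 and CY251 passed the threshold under any of the 3 assignments (adjusted p from 0.851 to 1 from limma).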

We note that the proportion of intestinal genes was the highest among the CY262-rescued targets (8/10, 80%) and was lower in the group of targets rescued in both CY251 and CY262 animals (5/11, 45%). We propose that the targets preferentially rescued in CY262 animals represent *age-1* targets that are autonomously regulated by intestinal *age-1* activity.

### *age-1* non-autonomously regulates a subset of stress response genes

Adult longevity and stress resistance in *daf-2* and *age-1* mutants results, at least in part, from transcriptional upregulation of stress-response genes [27], [31], [32]. Therefore, we examined our microarray data to determine whether the stress-resistance genes regulated by the *daf-2* and *age-1* pathway were autonomously or non-autonomously regulated (Table S3). Interestingly, *sod-3* expression was not rescued in CY262 or CY251 animals, suggesting this target is regulated cell-autonomously and is not under endocrine control. 

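*sod-3* (C08A9.1) was 22.4-fold higher than wildtype in *age-1(mg44)*, a log2 fold change of 4.49 (SE 0.32, n = 2, adjusted p = 0.00181 from limma). It was 4.47 (SE 0.32, n = 2, adjusted p = 0.000938 from limma) in CY262, where the spot of one array was left out as an outlier, and 4.48 (SE 0.261, n = 3, adjusted p = 0.000443 from limma) in CY251. The difference from *age-1(mg44)* was -0.0155 (SE 0.452) in CY262 and -0.0013 (SE 0.413) in CY251, both smaller than the spread between arrays. The value in *age-1(mg44)* was 3.99 on one array and 4.98 on the other. It moved most, to 2.86, when the raw signals were turned into z-scores.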

The heat shock genes targeted by heat shock factor, HSF-1, are major contributors to *daf-2* longevity [27], [28], [29], [33]. 

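The probe of *hsp-17* (F52E1.7) was well above background in both channels of all 8 arrays. Its log2 fold change against wildtype was 2.96 (SE 0.652, n = 2, adjusted p = 0.0257 from limma) in *age-1(mg44)*, 2.24 (SE 0.532, n = 3, adjusted p = 0.0215 from limma) in CY262 and 1.65 (SE 0.532, n = 3, adjusted p = 0.0579 from limma) in CY251. The first value no longer passed the threshold without *age-1(mg44)* replicate 1 (3.63) or without its replicate 2 (2.29). In CY251 the transcript passed the threshold under the value table's assignment, at 1.88 (adjusted p = 0.0431 from limma), and with the replicate 2 arrays exchanged, at 1.11 (adjusted p = 0.0356 from limma). Over all alternatives this adjusted p lay between 0.00302 and 0.271. The difference from *age-1(mg44)* was -0.72 (SE 0.842) in CY262 and -1.31 (SE 0.842) in CY251. With the replicate 2 arrays exchanged it was -0.18 (SE 0.492) and -1.85 (SE 0.492, adjusted p = 0.18 over all genes and 0.0287 over the named genes alone, from limma).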

Our array results revealed that overexpression of *hsp-16* genes and *hsp-17* was rescued in CY262 and CY251, suggesting that small heat-shock proteins may be non-autonomous *age-1* targets. 

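The log2 ratios of the *hsp-16* genes differed widely between arrays of one strain. *hsp-16.1* (T27E4.8) was 0.50 on *age-1(mg44)* replicate 1 and 4.77 on replicate 2, with a mean of 2.63 (SE 1.28, adjusted p = 0.196 from limma). *hsp-16.41* (Y46H3A.2) was -0.41 and 5.24 on the same arrays (mean 2.42, SE 1.6, adjusted p = 0.341 from limma). The means of *hsp-16.2* and *hsp-16.48* were 2.71 and 2.50, and the 4 genes, which moved together on each array, are not independent. Their median in *age-1(mg44)* was 2.56, and it was 5.01 without replicate 1 and 0.0658 without replicate 2. In CY262 the mean of *hsp-16.1* was 0.10 (SE 1.04), from arrays between -0.74 and 1.54. In CY251 it was -0.61 (SE 1.04), from arrays between -2.33 and 1.78. The difference of *hsp-16.1* from *age-1(mg44)* was -2.53 (SE 1.65) in CY262 and -3.24 (SE 1.65) in CY251 (adjusted p = 0.862 and 0.738 from limma). A model with the value table's assignment and the replicate number as a block was added after the values were seen. In it these differences were -2.40 and -2.75 (adjusted p = 0.139 and 0.132 from limma, up to 1 over the alternatives), and all 4 genes met the study's unadjusted criteria for rescue in both strains. As recorded, without the block, none did. *hsp-16.41* in CY262 was 0.79 from 2 arrays, since one spot was left out as an outlier.

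**Figure D1:**
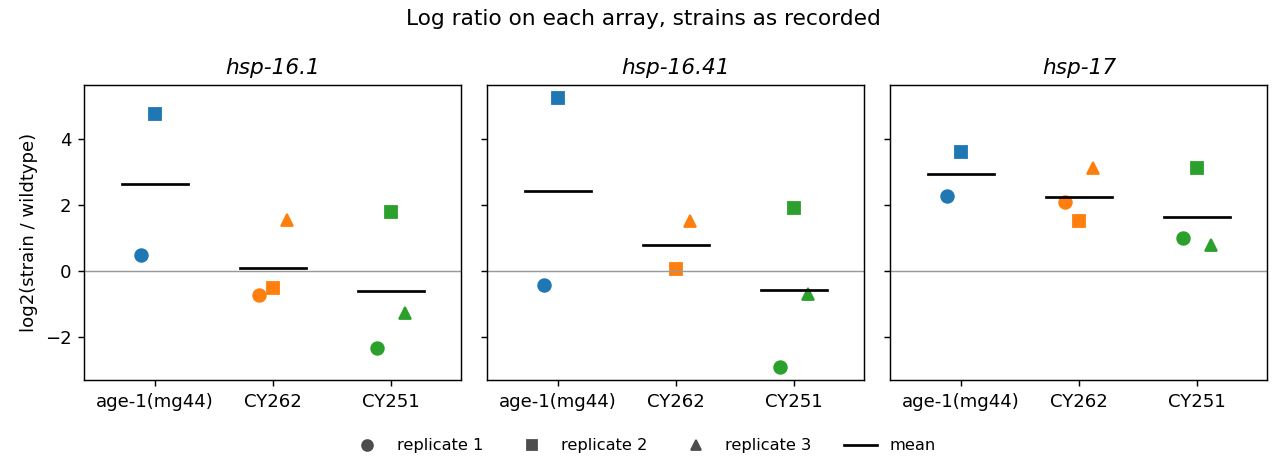
Log2 ratio of strain to wildtype on each array for *hsp-16.1*, *hsp-16.41* and *hsp-17*, with strains as recorded; each point is one array, its shape gives the replicate, and the line is the mean. The *hsp-16.1* points of *age-1(mg44)* lie at 0.50 and 4.77, and those of CY262 and CY251 lie between -2.33 and 1.78.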

We note that, although the *hsp-16* genes were robustly upregulated in one *age-1(mg44)* sample, the were less robustly upregulated in an *mg44* replicate sample, so that the average change was not statistically significant. Nevertheless, these findings indicate that a subset of the stress response genes induced in *age-1* animals are non-autonomously regulated by *age-1*.

### Expression of an endocrine *age-1* target, *cyp-35B1*, is *daf-16* and *hsf-1*-dependent

One of the putative endocrine targets of *age-1* that we identified was *cyp-35B1*, which had previously been described as a *daf-2* pathway target named *dod-13* [30]. The *cyp-35B1* transcript was 17.8-fold overexpressed in *age-1(mg44)* hermaphrodites compared to wildtype and was rescued in both CY262 and CY251 (1.64-fold and 2.73-fold overexpressed vs wildtype, respectively). 

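*cyp-35B1* (K07C6.4) was 16.53-fold higher in *age-1(mg44)* than in wildtype, a log2 fold change of 4.05 (SE 0.579, n = 2, adjusted p = 0.00746 from limma). It was 2.72-fold higher than wildtype in CY262 (log2 1.44, SE 0.472, n = 3, adjusted p = 0.0583 from limma) and 2.34-fold higher in CY251 (log2 1.23, SE 0.472, n = 3, adjusted p = 0.0953 from limma). Every CY262 array (0.59 to 2.16) and every CY251 array (0.49 to 2.27) lay below both *age-1(mg44)* arrays (3.22 and 4.88), an order that holds for any assignment of these arrays. The difference from *age-1(mg44)* was -2.61 (SE 0.747, adjusted p = 0.616 from limma) in CY262 and -2.82 (SE 0.747, adjusted p = 0.672 from limma) in CY251. These SEs take no account of the replicate number. With the recorded number as a block, an alternative set beforehand, the differences were -2.454 and -2.667 (adjusted p = 0.19 and 0.207 from limma). Without the block, the unadjusted p of *cyp-35B1* was under 0.05 against *age-1(mg44)* in both strains. It was also under 0.05 against wildtype in both, so the criterion of no difference from wildtype was not met. Both criteria were met in both strains under 3 alternatives: the test of the channels as separate samples, z-scores of the raw signal, and without CY262 replicate 3. When the value table's assignment was taken with the replicate number as a block, a choice made after the values were seen, the differences from *age-1(mg44)* were -2.46 and -2.17 (adjusted p = 0.051 and 0.0634 from limma, up to 1 over the alternatives), and both strains were above wildtype past the threshold (adjusted p = 0.00215 and 0.00126 from limma). With the replicate 2 arrays exchanged, the rise over wildtype in CY262 passed the threshold (log2 1.55, adjusted p = 0.0339 from limma). Without *age-1(mg44)* replicate 1 the rise was 3.22 and no longer past the threshold (adjusted p = 0.064 from limma), and over all alternatives the adjusted p of the rise lay between 0.000773 (limma) and 0.196 (the test of the channels as separate samples). Adjusted over the 30 genes the paper names alone, the difference from *age-1(mg44)* passed the threshold in CY262 under the value table's assignment (-2.86, adjusted p = 0.0442 from limma) and in CY251 with the replicate 2 arrays exchanged (-2.93, adjusted p = 0.0264 from limma), and as recorded in neither strain. The alternative that moved the rise most, z-scores of the raw signal, gave 2.31.

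**Figure D2:**
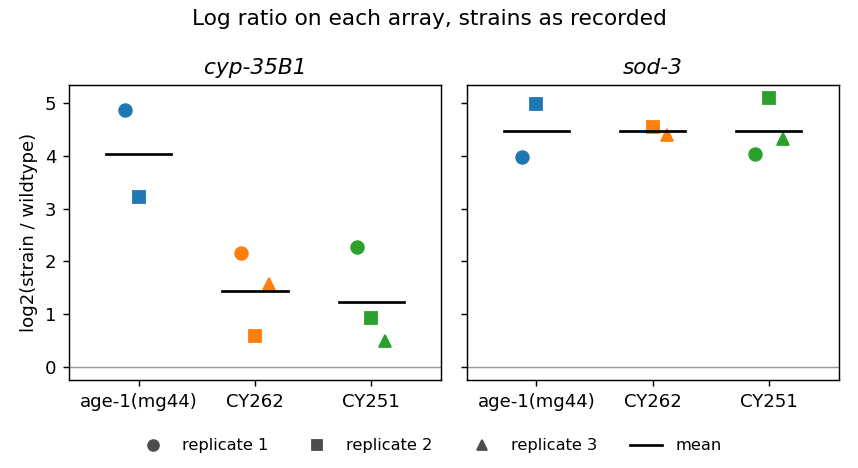
Log2 ratio of strain to wildtype on each array for *cyp-35B1* and *sod-3*, with strains as recorded; each point is one array, its shape gives the replicate, and the line is the mean. The *cyp-35B1* points of CY262 and CY251 lie between 0.49 and 2.27 and those of *age-1(mg44)* at 3.22 and 4.88, whereas the *sod-3* means of the strains lie between 4.47 and 4.49.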

The *cyp-35B1* gene encodes a cytochrome P450 enzyme implicated in xenobiotic detoxification [34]. The *cyp-35B1* mRNA declines with age in wildtype hermaphrodites and *cyp-35B1* is a target of the *elt-3* GATA transcription factor that initiates and maintains intestinal cell fates in *C. elegans* [34].

Our microarrays showed that the *age-1*-dependent endocrine pathway could rescue *hsp-16* overexpression in *age-1* mutants. This observation led us to hypothesize that the *hsf-1* heat-shock transcription factor which regulates *hsp-16* expression and can collaborate with *daf-16*, might be important for expression of other endocrine *age-1* targets [28],[29]. We therefore examined whether *hsf-1* RNAi was also required for *cyp-35B1* expression in response to lowered *age-1* activity. Using semi-quantitative RT-PCR, we examined transcript levels for *cyp-35B1* and *sod-3* in *daf-2(e1370)* adult hermaphrodites treated with *daf-16* or *hsf-1* RNAi or an empty vector RNAi control (Fig. 2A). As expected, *sod-3* overexpression in *daf-2(1370)* adults was suppressed by *daf-16* RNAi, consistent with previous evidence showing that *sod-3* is a direct DAF-16 target [17]. Treatment with *daf-16* RNAi also reduced *cyp-35B1* mRNA in *daf-2(e1370)*, consistent with the identification of *cyp-35B1* as a target of the *daf-2* and *age-1* pathway ([30]; this work). In contrast, only *cyp-35B1* mRNA was significantly reduced in *daf-2(e1370)* animals treated with *hsf-1* RNAi, while *sod-3* levels were unaffected. This result demonstrates that *hsf-1* activity is required for induction of *cyp-35B1*, but not *sod-3*, in the absence of *daf-2* and *age-1* activity.

**Figure 2:**
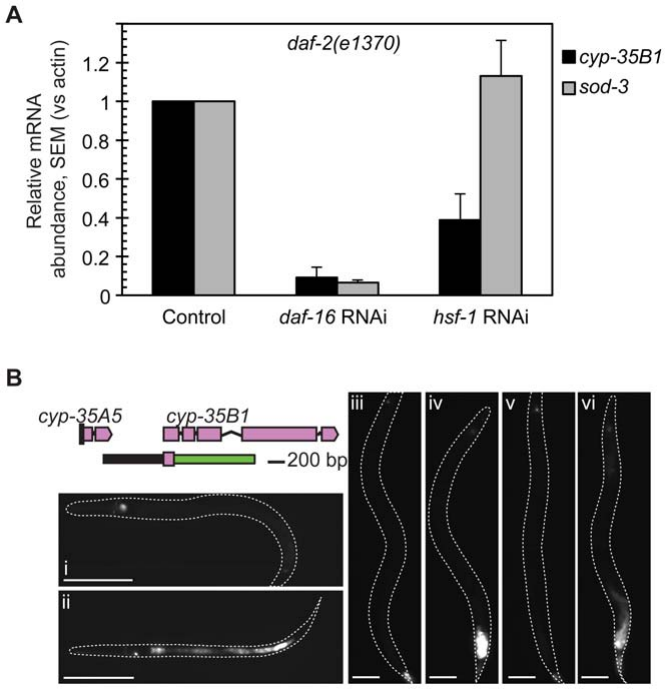
Regulation of *cyp-35B1* expression by *daf-16* and *hsf-1* in *daf-2(e1370)*. A. RT-PCR analysis of endogenous *cyp-35B1* and *sod-3* mRNA levels in *daf-2(e1370)* adults under control conditions or under *daf-16* or *hsf-1* RNAi. Results are average from three independent experiments. T-test was used to determine significance. *cyp-35B1* mRNA was significantly reduced by *daf-16* RNAi and *hsf-1* RNAi (*p* = 0.003 and 0.046, respectively). *sod-3* mRNA was significantly reduced by *daf-16* RNAi (*p*<0.001) but not by *hsf-1* RNAi (*p* = 0.55). B. Expression of *cyp-35B1:gfp* transcriptional reporter was low or undetectable in wildtype non-dauer larvae (*i*) and adults (*iii*), but was expressed in the intestine of dauer larvae (*ii*) and *daf-2(e1370)* adults (*iv*). In *daf-2(e1370)* adults, *cyp-35B1:*GFP expression was abrogated by *daf-16* RNAi (*v*) and substantially reduced by *hsf-1* RNAi (*vi*). The spot of GFP fluorescence in the head reflects the transformation marker, *gcy-7:*GFP, expressed in the ASE/L neuron. Bars, 100 µm. In some lines, *hsf-1* RNAi resulted in increased or broader intestinal *cyp-35B1*:GFP expression. Since this phenotype was not recapitulated by the endogenous *cyp-35B1* mRNA (panel A), we attribute this observation to mysregulation of the *cyp-35B1:gfp* transgene under conditions of reduced *hsf-1* activity.

We next examined the tissue distribution of *cyp-35B1* by constructing a transcriptional reporter expressing GFP from a *cyp-35B1* promoter. A previously-described *cyp-35B1:gfp* reporter was expressed in an *elt-3*-dependent manner, suggesting the possibility of intestinal expression [34]. We identified the *cyp-35B1* promoter as a 660-bp sequence between the *cyp-35B1* initiating methionine and the next upstream gene, *cyp-35A5* (Fig. 2B). During reproductive development and in wildtype adults, *cyp-35B1:*GFP was either not detectable or expressed at very low levels in posterior hypodermal cells (Fig. 2B*i*, *iii*). In dauers and *daf-2(e1370)* adults, *cyp-35B1:*GFP was upregulated and expressed solely in the intestine (Fig. 2B*ii*, *iv*). Intestinal *cyp-35B1*:GFP levels in *daf-2(e1370)* adults were substantially reduced by *daf-16* RNAi (Fig. 2B*v*). Treatment with *hsf-1* RNAi also reduced levels of *cyp-35B1*:GFP in *daf-2(e1370)* adults, although not to the same extent as for *daf-16* RNAi (Fig. 2B*vi*). These findings together demonstrate that *cyp-35B1* expression under conditions of low *daf-2* pathway activity is regulated by coordinate action of *daf-16* and *hsf-1*. In some lines, we observed increased or broader intestinal expression of *cyp-35B1*:GFP in *hsf-1* RNAi-treated animals. We attribute these changes to misregulation of the GFP reporter transgene, as we never observed increased levels of the endogenous *cyp-35B1* mRNA under *hsf-1* RNAi conditions.

### Direct regulation of intestinal *cyp-35B1* expression by DAF-16 and HSF-1

Based on our results, we hypothesized that *cyp-35B1* may be a direct or indirect target of DAF-16 and/or HSF-1. To test these possibilities, we studied the *cyp-35B1* promoter by deletion using *gfp* reporters. Deletion of 150-bp from the 5′ end of the 0.6-kb *cyp-35B1* promoter abolished intestinal GFP in dauers, without significantly affecting the weak hindgut expression observed in developing larvae (Fig. 3). Inspection of the deleted region identified two sequences (TTAAACA & AAAACA) resembling the previously-identified DAF-16 binding element (DBE, GTAAAC/TA) [17]. This suggested that *cyp-35B1* might be a direct DAF-16 target. Smaller deletions were made from this 150-bp region removing one or both of the DBEs. Deletion of sequences containing one DBE reduced, but did not eliminate, *cyp-35B1:*GFP in dauers (pWBI076), while deletion of both DBEs eliminated dauer expression (pWBI077). The DBE-containing region was not sufficient for intestinal *cyp-35B1:*GFP expression in dauers, however. In addition, maximal *cyp35B1:*GFP expression required an adjacent 100-bp sequence which lacked any DBE-like sequences (pWBI072).

**Figure 3:**
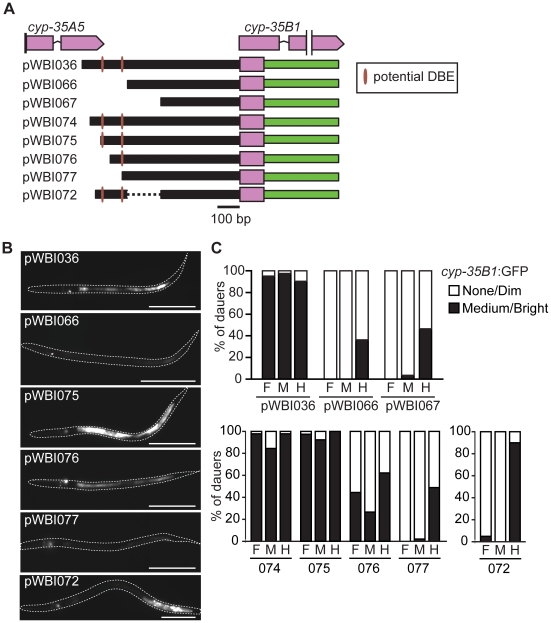
Identification of *cis*-regulatory modules (CRM) for dauer *cyp-35B1:gfp* expression by deletion analysis. Deletions in the *cyp-35B1* promoter were constructed to identify *cis*-regulatory modules necessary for directing dauer-specific expression in the intestine. (A) Diagram of *cyp-35B1* promoter constructs; promoters are black bars, brown hatches designate potential DAF-16 binding elements (DBE, [17]), pink boxes designate *cyp-35B1* exon 1 sequence fused to GFP (green bar). (B) Representative fluorescence images of *cyp-35B1*:GFP expression in dauer larvae carrying transgenes described in panel (A); bar, 100 µm. (C) GFP expression in dauer fore-, mid- and hindgut from indicated transgenes; black bars indicate % of dauers with medium or bright GFP fluorescence. GFP expression was scored in 20–59 dauers for each construct.

To test whether DAF-16 and/or HSF-1 directly bind to the promoter regions shown to be required for *cyp-35B1:*GFP expression in dauers, we utilized the yeast 1-hybrid assay for DNA-protein interactions [35], [36], [37], [38]. We first constructed yeast expression plasmids for the two preys we wished to test, DAF-16 and HSF-1, utilizing a copper-inducible yeast expression system to drive expression of full-length *daf-16* or *hsf-1* cDNAs [39], [40]. Next, we constructed bait plasmids by inserting the 150-bp dauer CRM or a dispensable downstream region in front of a minimal promoter driving ß-galactosidase [40]. Four bait plasmids were tested, containing either the dauer CRM or the downstream region in the sense or antisense orientation with respect to the ß-galactosidase reporter (pWBI084/085 and pWBI082/083, respectively) (Fig. 4A). Reporter expression was activated by HSF-1 in yeast cells containing pWBI084, which contains the dauer CRM in the sense orientation with respect to the ß-galactosidase reporter. In the opposite orientation (pWBI085), ß-galactosidase expression was enhanced in cell expressing DAF-16. In contrast, we did not detect any stimulation of ß-galactosidase expression by the DAF-16 or HSF-1 preys in cells containing baits with promoter fragments that were dispensible for dauer *cyp-35B1:gfp* expression (pWBI082 or 083).

**Figure 4:**
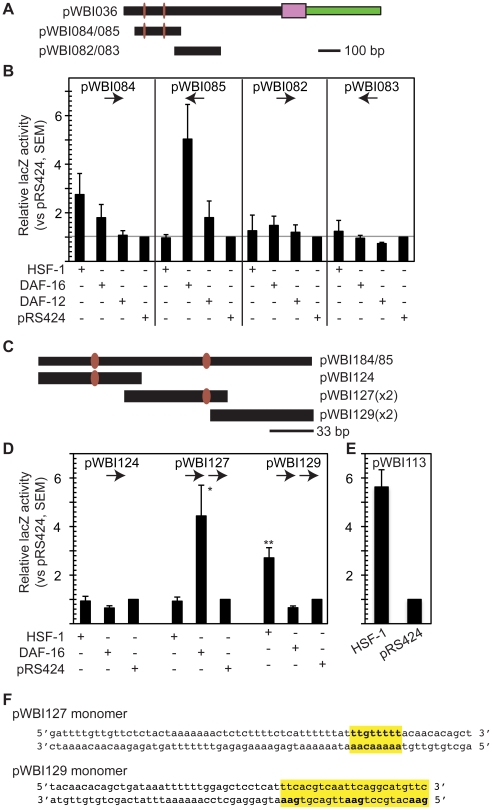
Yeast 1-hybrid analysis to detect DAF-16 and HSF-1 binding to *cyp-35B1* dauer CRM. Yeast 1-hybrid assays were performed to detect DAF-16 and HSF-1 binding to *cyp-35B1* dauer CRM (A, B) and subfragments (C, D). DAF-12 binding was also examined for the *cyp-35B1* dauer CRM (A, B), but produced negative results. (E) As a positive control, HSF-1 could bind to the heat-shock element (HSE)-containing region in the *hsp-16* promoter in pWBI113. In DAF-16- or HSF-1-expressing cells, transcription factor binding to the promoter fragments was measured as beta-galactosidase reporter activity in yeast cell extracts, normalized for cell density. Charts show average beta-galactosidase activity, relative to vector (pRS424) controls. Number of trials: pWBI082, pWBI083, 4 trials; pWBI084, 9 trials; pWBI085, 8 trials; pWBI124, 6 trials; pWBI127, 5 trials; pWBI129, 6 trials; pWBI113, 2 trials. Statistical significance was determined by t-test; *p = 0.05; **p = 0.01. Arrows under plasmid names depict the number and orientation of the *cyp-35B1* promoter fragments within the 1-hybrid reporter constructs. (F) Sequences of the *cyp-35B1* promoter fragments within pWBI127 and pWBI129. Highlighted sequence in pWBI127 fragment depicts a possible DAF-16 binding site; highlighted sequence in pWBI129 fragment show possible HSF binding site containing imperfect inverted repeats of 5′-AGAAN-3″ sequences.

To further delineate the binding regions for DAF-16 and HSF-1 binding within the promoter fragments in pWBI084/085, we subdivided this 160-bp fragment into three overlapping fragments of 60–65-bp each. In yeast expressing DAF-16, ß-galactosidase expression was stimulated in the presence of the pWBI127 bait plasmid, which contains the *cyp-35B1* promoter fragment with the 2^nd^ DBE (Fig. 4C, D). The adjacent promoter fragment, carried in pWBI129, stimulated beta-galactosidase reporter expression in yeast expressing HSF-1. HSF transcription factors bind as trimers to the heat shock element (HSE) 5′-AGAANNTTCTAGAAN-3′, consisting of three inverted repeats of the 5′-AGAAN-3′ monomeric sequence. Inspection of the *cyp-35B1* promoter element contained in pWBI129 identified a sequence on the bottom strand which resembles this consensus (5′-GAAcaTgCctGAAttgaCgtGAA-3′), but may be an imperfect inverted pentamer repeat of the 5′-AGAAN-3′ sequence (Fig. 4F). The presence of an HSE-like sequence in pWBI129 is consistent with the observation of HSF-1 binding in the 1-hybrid assay.

## Discussion

The goal of this study was to identify potential endocrine targets of *age-1* activity that could be regulated non-autonomously from the nervous system and/or the intestine. Expression of wildtype *age-1* within neurons or intestinal cells rescues dauer arrest and lifespan phenotypes of *age-1(mg44)* animals [7], [8]. This evidence led to a working model whereby *age-1* activity within signaling tissues regulates an endocrine output that, in turn, can direct dauer morphogenesis and aging in target tissues [8]. The major genetic target of *age-1* is *daf-16*, encoding a FOXO transcription factor [15]. All available evidence indicates that the major mechanism for AGE-1/PI3K regulation of DAF-16 is cell-autonomous, via phosphorylation by AKT kinases regulated by AGE-1/PI3K phospholipid products [41], [42], [43]. Thus, the finding that *daf-16* acts cell-autonomously in the intestine to promote longevity was an apparent contradiction to earlier mosaic and transgenic analyses showing that the upstream regulators, *daf-2* and *age-1*, regulate these processes non-autonomously [6]. To resolve this conflict, we proposed that *age-1* can regulate *daf-16* activity in target tissues through convergent cell-autonomous and non-autonomous mechanisms [8].

To investigate possible effectors through which *age-1* might non-cell autonomously regulate *daf-16*, we used transcriptional microarrays to identify *age-1* target genes that could be non-autonomously regulated by *age-1*. This search identified 127 potential non-autonomous *age-1* target genes. We found that one of these, *cyp-35B1/dod-13*, which is expressed in the intestine of dauer larvae and *daf-2(e1370)* adults, could be directly regulated by both HSF-1 and DAF-16. Furthermore, other HSF-1 target genes, the *hsp-16* genes, were non-autonomously regulated by *age-1*. Expression of a subset of *daf-2* target genes is known to be *hsf-1*-dependent, although HSF-1 has not been shown to directly regulate these targets [28].

These observations provide circumstantial evidence placing *hsf-1* in the pathway for *daf-2* and *age-1* non-autonomy. We propose that DAF-2/IR and AGE-1/PI3K signaling in non-intestinal cells regulates an endocrine output that affects HSF-1 activity in intestinal cells (Fig. 5). We hypothesize that HSF-1 and DAF-16 can interact within intestinal cells to optimize expression of HSF-1 and DAF-16 target genes that may extend lifespan. An alternative model is that HSF-1 and DAF-16 function independently to promote expression of prolongevity target genes in intestinal cells. Distinguishing between these possibilities will likely require characterization of other non-autonomous *age-1* targets and clearer descriptions of the interactions between *hsf-1* and *daf-16* in the regulation of *C. elegans* dauer arrest and longevity.

**Figure 5:**
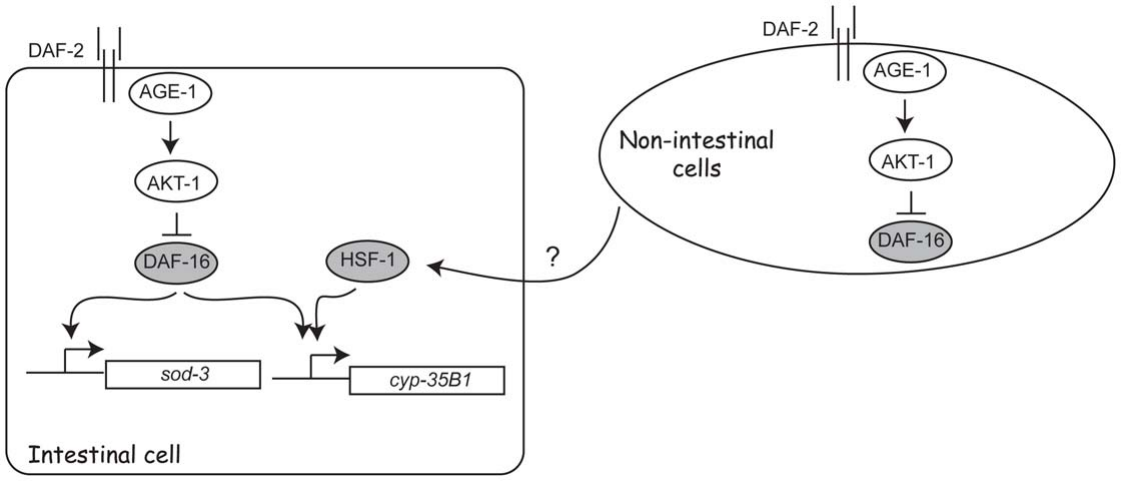
Regulation of intestinal *cyp-35B1/dod-13* expression by DAF-16 and HSF-1. Two intestinal DAF-16 target genes, *sod-3* and *cyp-35B1/dod-13*, are differentially regulated by HSF-1. Yeast 1-hybrid and promoter deletion mapping analyses suggest that DAF-16 and HSF-1 directly bind the *cyp-35B1* promoter. Quantitation of mRNA showed that *hsf-1* activity was required for *cyp-35B1* induction in dauers, but *hsf-1* was dispensible for *sod-3* induction. Microarray data indicated that *cyp-35B1* expression in *age-1* mutants could be regulated non-autonomously by *age-1* expression in neuronal cells (CY251), as well as cell-autonomously by *age-1* expression in the intestine (CY262). Thus, *cyp-35B1* is a possible endocrine target for *age-1* activity in neuronal cells. We propose that the *age-1* pathway may non-autonomously couple to *hsf-1* activity in intestinal cells to regulate *cyp-35B1* and other targets.

## Materials and Methods

### Strains and growth

*C. elegans* strains were maintained at 15°C on NG agar medium with nystatin and streptomycin with OP50 bacteria as a food source [44]. The following strains were used: Bristol N2 (wildtype); SP75 (*sqt-1(sc13) age-1(mg44)/mnC1*); CY251 (*sqt-1(sc13) age-1(mg44)*; *bvIs2*); CY262 (*sqt-1(sc13) age-1(mg44)*; *bvIs1*); CY312 (*daf-16(mgDf50)*; *daf-2(e1370)*); DR40 (*daf-1(m40)*). *bvIs1* and *bvIs2* were previously described [8].

### Microarray analysis

Gene expression in CY262 and CY251 was compared to non-transgenic *age-1(mg44) m+z-*adults of similar age, and all comparisons were in reference to wildtype young adults. Synchronized populations of animals at the late-L4/young-adult stage were obtained from embryos isolated by bleach treating gravid hermaphrodites. Embryos were hatched overnight in S medium without food, causing developmental arrest at the first larval (L1) stage. Arrested L1s were plated with food, grown for 72 hours at 20°C and washed in M9. Total RNA was isolated with Absolutely RNA miniprep kit (Stratagene, La Jolla, CA). cDNA was labeled with the Quick Amp 2 Color Labeling Kit (Agilent Technologies, Santa Clara, CA) and hybridized to Agilent 2×22 k oligo microarrays containing probes for nearly the complete *C. elegans* genome. Slides were scanned using the Agilent Microarray Scanner (G2565B). Three biological replicates were examined per strain. 

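The raw spot signal is not background-subtracted. Its lowest value in the wildtype channel was 345 or more on every array, so a minimum of 100 on the raw signal removed none of the 20401 probes. A minimum of 100 on Agilent's processed signal, which is background-subtracted, was met in both channels of all arrays by 15874 probes.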

After hybridization, probes with raw fluorescence signals >100 in wildtype samples were selected for further analysis as being reliable signals. Expression ratios for each gene were calculated in all 3 strains with respect to wildtype controls at similar, or slightly later developmental stage. Expression ratios were calculated as z-scores for a statistical evaluation of relative expression, and as fold-changes for standardized displays of relative expression [45]. 

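The median raw signal of an array was between 462 and 575 in the strain channel and between 524 and 653 in the wildtype channel. The median local background was between 354 and 358 in the strain channel and between 342 and 360 in the wildtype channel. Much of a dim spot's raw signal is therefore background, which pulls ratios of raw signals toward 1. The paper's own folds may not be such ratios. In a search made after seeing Table S2, its folds for *age-1(mg44)* lay closest to Agilent's dye-normalized signal (median absolute log2 difference 0.0169).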

To determine fold change, raw fluorescence values were first normalized by dividing the fluorescence intensity for a given sample by the average intensity of all samples for the array. Fold change ratios were then determined by dividing mean normalized value for all replicates of test versus control conditions. Statistical significance was judged using t-test to compare signal intensity measurements among biological replicates. 

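A test of the normalized log2 signals of the strain channel against those of the wildtype channel of the same arrays, each array's channels taken as separate samples, called 0 genes in *age-1(mg44)*, 120 in CY262 and 2197 in CY251 at an adjusted p under 0.05. In *age-1(mg44)* this sets 2 values against 2. limma's moderated statistic, which borrows the spread of all genes, called 3697 genes of *age-1(mg44)* at the same adjusted threshold (6554 at an unadjusted p under 0.05).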

Two replicates were performed for *age-1(mg44)* and 3 for CY251, CY262 and N2. MIAME-compliant raw microarray data is available from the NCBI Gene Expression Omnibus (Accession #GSE18200).

### *cyp-35B1:gfp* reporter

The *cyp-35B1* promoter was considered to be the sequences between the predicted translational start to the immediate upstream gene and was PCR-amplified from *C. elegans* genomic DNA using primers with unique restriction sites. Primer sequences were 5′-CAACAGAGGAGACAATGCCG-3′ and 5′-GGAAGAGAAACAGGTCCTGGTGGG-3′. PCR products were purified, digested and ligated into predigested pPD95.75, which contains GFP and the *unc-54* 3′UTR (Addgene, Cambridge, MA). Constructs were confirmed by DNA sequencing. Transgenic animals were created by microinjection transformation (100 ng/µl plasmid DNA with 50 ng/µl of the co-injection marker *gcy-7:gfp*). Stable transmitting lines were selected in the 2nd generation and analyzed.

For *cyp-35B1* promoter deletions, 150-bp and 300-bp deletions were made in the *cyp-35B1* promoter in pWBI036, to create pWBI066 and pWBI067, respectively, by PCR using upstream primers that hybridized to internal sites within the cloned promoter. The PCR primers also contained unique BamHI and KpnI restriction sites, which were used to insert the PCR fragments into pPD95.75. To further define the region responsible for dauer expression, smaller deletions were made from the region deleted in pWBI066, using the same PCR strategy, to make pWBI074 (59-bp deletion), pWBI075 (109-bp deletion), pWBI076 (159-bp deletion) and pWBI077 (209-bp deletion). Next, a 161-bp fragment containing both putative DAF-16 binding sites was PCR amplified with primers containing unique BamHI and NheI restriction sites and the digested product was ligated to a basal promoter in pWBI067, consisting of 398-bp upstream from the translational start, creating pWBI072.

GFP expression was compared in temperature-induced *daf-2(e1370)* dauers, starvation-induced wildtype dauers and *daf-2(e1370)* adults raised at 15°C and then held at 25°C for 24 hours. For microscopy, animals were either mounted on a 2% agar pad with levamisole and photographed with a Hamamatsu CCD camera (Hamamatsu Photonics, Japan) and OpenLab software (Improvision Inc., USA) on a Nikon E900 microscope (Nikon Corporation, Japan) or transferred onto an NGM plate spread with 20 µL of 10% sodium azide and photographed on a Nikon SMZ1500 stereodissecting microscope using a SPOT RT3 Slider camera and SPOT Advanced software (Diagnostic Instruments, USA). All images for a particular GFP reporter were collected using identical exposure times.

For RNAi experiments, populations were obtained from synchronized egg lay on plates seeded with dsRNA-expressing bacteria or control bacteria. Larvae were raised for at 25°C (4 days) for dauers, or 15°C (5 days) for adults that were subsequently transferred to 25°C for 24 hours before examination.

### Yeast 1-hybrid assays

Plasmids for yeast 1-hybrid assays were kindly provided by K. Yamamoto (UCSF). pYSYE0002 is a prey plasmid containing the DAF-12 N500 gene expressed from the copper inducible *cup-1* promoter and pYSYR0002 is a bait plasmid contain a DAF-12 responsive element cloned upstream of P*cyc-1* driving lacZ expression [40]. To construct the *daf-16* and *hsf-1* prey vectors, the *daf-16* or *hsf-1* cDNAs were amplified with primers containing Xma I and Not I restriction sites. PCR fragments were cloned into corresponding restriction sites in the pYSYE0002, and the resulting expression clones, pWBI109 and pWBI108, were sequence confirmed. Bait plasmids were constructed containing *cyp-35B1* promoter fragments were constructed using PCR-amplified promoter fragments with added NotI restriction sites. These PCR products were inserted in the place of the DAF-12 responsive element in pYSYR0002 and the resulting plasmids were sequence confirmed. Yeast were transformed with both a bait and prey plasmid, or negative controls, using the Yeastmaker Yeast Transformer Kit (Clontech, USA) with selection on SC medium lack tryptophan and uracil. For ß-galactosidase assays, independent yeast colonies were inoculated into 3-mL of selective medium and grown overnight at 30°C. Prey protein expression was induced by inoculation with 100 µM CuSO4 for 4–5 hours at 30°C. ß-galactosidase activity was assayed from pelleted cells using the Yeast ß-Galactosidase Assay Kit (Thermo Scientific, USA). The parent vector for pYSYE0002 is pRS424, which was used as a negative control for bait auto-induction.

## Supporting Information

Table S1 mRNA expression levels of *daf-2* pathway class 1 and 2 target genes in *age-1* mutants with tissue-restricted *age-1* expression. Expression levels for class 1 and 2 *daf-2* pathway targets (Murphy et al. 2003) were obtained from microarray data for *age-1(mg44)*, CY262 and CY251 relative to wildtype. 

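Table S1 has 268 entries for class 1 and 257 for class 2. Class 1 holds genes that are higher, and class 2 genes that are lower, when *daf-2* signalling is reduced. Several entries can name one gene, and each gene was counted once here.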

Relative expression levels are presented as fold-changed relative to wildtype. “Missing from array?”, genes which were absent from the microarrays used in this study; “Our results”, indicates whether previous target classifications were consistent in the current study; “Rescue category”, indicates whether expression was rescued to wildtype or near-wildtype levels in CY262 and/or CY251 for targets that were congruent between the prior and current study; “Not rescued” indicates targets that maintained the mutant level of expression in CY262 and CY251; “Both” indicates targets whose expression was rescued to wildtype or near-wildtype levels in both CY251 and CY262.
(XLS) Click here for additional data file.

Table S2 mRNA and anatomical expression data for genes upregulated by ≥2-fold in *age-1(mg44)* adults relative to wildtype. Expression data, as fold-change relative to wildtype and *age-1(mg44)*, is shown for each strain (*age-1(mg44)*, CY262 and CY251). 

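Table S2 gives, beside each fold change, a p-value against wildtype and against *age-1(mg44)*. The paper's table has 790 entries, which it places as 127 rescued in both strains, 37 in CY262, 12 in CY251 and 614 in neither. By the paper's own p-values, 21 of the 127 have a p of at least 0.05 against wildtype and under 0.05 against *age-1(mg44)* in both strains. The paper's p against wildtype alone is at least 0.05 in both strains for 92 of the 127 and for 99 of the 614. Of all entries, 771 were matched to genes of the arrays, and their values on these arrays are those given for Table S2 in the results.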

“262 rescue”, “251 rescue” and “Category” indicate whether upregulation in *age-1(mg44)* was determined to be rescued in CY262 or CY251 and the corresponding rescue category (262, 251, Both, None). Anatomical expression data were obtained from the curated expression pattern annotations for each gene in WormBase (www.wormbase.org).
(XLS) Click here for additional data file.

Table S3 10.1371/journal.pone.0017369.s003
Expression of stress response genes in *age-1(mg44)*, CY262 and CY251. mRNA expression levels were obtained from microarray data for genes annotated as heat-shock protein, glutathione S-transferase, catalase, superoxide dismutase, lysozyme or metallothionein. Expression levels in *age-1(mg44)*, CY262 and CY251 are shown as fold-change relative to wildtype.

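The annotation of heat-shock proteins in Table S3 covers genes of unequal behaviour on these arrays. For 20 *hsp* genes measured on all arrays, the median log2 fold change against wildtype was 0.65 in *age-1(mg44)*, 0.11 in CY262 and -0.0879 in CY251. None of these passed limma's camera test (adjusted p = 0.287, 0.5 and 0.95 from limma), and 13, 13 and 9 of the 20 genes were above wildtype. The median in *age-1(mg44)* was between 0.13 and 1.07 over 29 settings. In CY262 and CY251 its sign changed with the setting.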

(XLS) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

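Each of the 8 arrays compares RNA of one strain, labelled with Cy3, with RNA of wildtype N2 animals, labelled with Cy5. There are 2 arrays for *age-1(mg44)*, 3 for CY262 and 3 for CY251, all from animals grown for 72 h at 20°C. The dyes were not swapped. Each array was treated as one biological replicate. The article gives 3 replicates for N2, so arrays may share wildtype RNA, which the model does not account for. The replicate number is a label shared by arrays of different strains, and whether arrays with one number were grown together is not stated in the article, its supplementary tables or the sample records.

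Per the file headers, the authors scanned the arrays and read the spot intensities with Agilent Feature Extraction A.7.5.1. As deposited, the intensity values are the raw mean signal of each spot, the local background, the background-subtracted signal, and a processed signal that is background-subtracted and dye-normalized. The deposited log10 values are Agilent's ratio of the processed red (wildtype) signal to the processed green (strain) signal, computed by the same software as deposited by the authors and limited to a log10 range of -2 to 2. The value table of the series holds these log10 ratios for part of the spots. Their sign was turned here, and they were multiplied to the log2 scale, so that a positive value means higher in the strain.

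All values in the passages come from R 4.3.3 with limma 3.58.1 and statmod 1.5.0. The raw signal was corrected for background by normexp with an offset of 50, and the log2 ratio of each array was normalized by loess. Spots that the software marked as outliers were left out. Probes were required to have a mean raw wildtype signal above 100, which removed none of the 20401 probes. The brightest probe of each gene was kept, for 18874 genes, of which 823 have several probes. Names were matched to the reference annotation for 18121 genes, and 567 probes without a sequence name were not used by gene. One limma model (lmFit, then eBayes) was fitted to all 8 arrays with one mean per strain. Adjusted p values are Benjamini-Hochberg values from limma over all genes of a comparison, with a threshold of 0.05. Rescue was scored with the criteria of the study on limma's unadjusted p. Lists of genes were tested with camera (inter-gene correlation 0.01) and fry, adjusted over the 90 pairs of list and comparison. The 15 lists are the major sperm proteins, other sperm genes, oocyte and early embryo genes, yolk proteins, cuticle collagens, glutathione S-transferases, cytochrome P450s, UDP-glucuronosyltransferases, C-type lectins, heat shock proteins, *hsp-16* genes, intestine, neuron, body wall muscle and ribosomal proteins.

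Genes are named by a rule set in advance: every gene that the article names from the array data, the 5 genes with the largest rise and the 5 with the largest fall in *age-1(mg44)* among those past the threshold, with one sign on both arrays and a signal well above background, and the 3 genes with the largest difference each way between CY262 and CY251 past the threshold. No gene met the last condition. Of the 30 genes the article names, 17 passed the threshold in *age-1(mg44)* against wildtype over all genes and 21 when adjusted over the 30 alone. Against *age-1(mg44)*, 0 passed it in either strain both ways with the arrays as recorded. Adjusted over the 30 alone, 5 passed it in CY262 and 1 in CY251 under the value table's assignment, and 2 and 10 with the replicate 2 arrays exchanged. Over all genes these counts were 0 and 0, and 1 and 1. The article chose many of these genes from the same arrays.

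Between 86.1% and 92.8% of 21482 spots per channel were well above background, and 19272 probes were so on at least 2 arrays. On simulated arrays of this design, with the spread of the real ones, 61% of 2-fold and 89% of 4-fold changes of *age-1(mg44)* against wildtype were recovered. For CY262 against *age-1(mg44)* these were 40% and 75%, and for CY262 against CY251 50.5% and 85%.

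The choices above and their alternatives were set before the data were examined, apart from 4 alternatives added later: the value table's assignment of the arrays, the same with the replicate number as a block, a minimum of 100 on the processed signal, and rescue of *daf-2* targets by the p against wildtype alone. The alternatives changed the background correction, the normalization, the filter on dim probes, the treatment of outlier spots, the choice of probe, the variance model, the test, the replicate terms, the arrays included, their assignment and the criteria for rescue. The files give no scan date, and the day of feature extraction was used in its place. It has 2 values, one of them for 1 array only. Probes whose signal was saturated are named as such where their values are given. Reporter, binding and lifespan experiments of the article were not analysed here.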

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

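Of the tests in this part, those with random lists of probes and the comparison of Table S2 with the arrays were chosen after the result was seen, and the correlations over arrays were planned before.

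Genes of sperm, oocytes and cuticle, which the article does not discuss, were among the largest changes against wildtype. In *age-1(mg44)* the median log2 fold change of 25 major sperm proteins was 6.48 (camera adjusted p = 3.71e-31, fry adjusted p = 2.99e-06 from limma, 25 of 25 genes higher). That of 17 other sperm genes was 2.95 (camera 1.02e-11, fry 0.00361, 17 of 17 higher), that of 26 oocyte and early embryo genes -1.38 (camera 9.08e-10, fry 0.0146, 1 of 26 higher) and that of 147 cuticle collagens 1.12 (camera 1.35e-16, fry 0.00854, 134 of 147 higher). CY262 and CY251 moved the same way: 6.18 and 6.55 for the major sperm proteins, 3.23 and 4.19 for the other sperm genes, -1.08 and -1.15 for the oocyte genes, 1.67 and 1.62 for the collagens. Over 29 settings the medians in *age-1(mg44)* lay between 5.17 and 7.04, 1.42 and 4.70, -2.05 and -0.82, and 0.70 and 1.78, all past camera's threshold. Fry's threshold was passed under 29, 29, 27 and 26 of the settings.

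The dyes were not swapped, so a bias of single probes could give a shift common to all arrays. For this test the lists held 26 major sperm proteins, 18 other sperm genes and 27 oocyte genes, with medians of 6.48, 3.15 and -1.31. Of 10000 random lists of the same size and brightness, 0 had a median as far from 0 as the sperm (other) list. The same count, 0, was found for the major sperm protein list and the oocyte list. These counts argue against dye bias of single probes as the cause of a shift of whole lists. A bias shared by a list's probes beyond their brightness stays open.

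A candidate explanation is that the animals of the 3 strains were younger at harvest than the wildtype. The methods of the article state that the wildtype was at a similar or slightly later stage. Arrays with higher sperm genes would then be expected to have lower oocyte genes. Over the 8 arrays this negative relation did not appear: the Pearson correlation of the sperm (other) and oocyte medians was 0.462 (exact permutation p = 0.249, adjusted 0.747 over 3 relations), Spearman's rho was 0.381 (exact permutation p = 0.36), and without the 2 farthest arrays the correlation was 0.59. For sperm genes and collagens it was -0.00495 (exact permutation p = 0.991), with -0.143 and -0.34 for the same measures. The relation of sperm and yolk genes is not read here, since the probes of *vit-2*, *vit-4* and *vit-5* were saturated in the wildtype channel. A common difference in stage between all strains and wildtype is confounded with strain, and 8 arrays leave a wide range for the correlation, so stage and an effect of *age-1* on germline and cuticle genes cannot be told apart here. No biological explanation was tested.

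Between CY262 and CY251, 3 lists differed by camera and not by fry. The median difference, CY262 minus CY251, was -0.322 for the major sperm proteins (camera adjusted p = 4e-08, fry 0.344, 6 of 25 higher), -0.842 for the other sperm genes (camera 2.92e-14, fry 0.295, 0 of 17 higher) and 0.175 for the heat shock proteins (camera 0.03, fry 0.681, 12 of 20 higher). The probes of *msp-59*, *msp-53* and *msp-113* were saturated in CY251 as recorded, and in CY262 under the value table's assignment, so the size of the major sperm protein difference is not exact. Camera takes the genes of a list as nearly independent, and fry tests the spread between arrays. For the 2 sperm lists the sign depends on which arrays are CY262, and for the heat shock proteins it was positive under the 3 assignments. Under the value table's assignment, added after seeing the data, the differences were 0.384, 0.429 and 0.0929, and with the replicate 2 arrays exchanged they were 0.769, -0.896 and 0.159. Over 29 settings they ranged from -0.508 to 0.769, -1.26 to 0.473 and -0.0551 to 0.277, with camera's threshold passed under 26, 29 and 22 settings and fry's under 0. One array stands out: the median of the other sperm genes was 1.93 on CY262 replicate 3 and between 3.19 and 4.57 on the rest. The conflict in the assignment of 4 arrays, with the values of Table S2 lying 0.287 from the arrays recorded as CY262, leaves open which strain the low array belongs to, so an effect of the tissue of *age-1* expression was not established.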

How the results depend on the processing

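Of the alternatives reported in this part, the value table's assignment, alone and with the replicate block, the minimum of 100 on the processed signal and rescue of *daf-2* targets by p against wildtype alone were chosen after seeing the data, the assignment after Table S2 had been seen to lie closer to other arrays than the recorded ones. The cause was not tested for any change below unless one is given.

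For the genes named by the rule, 156 values were recomputed under each of 32 alternatives. Of 4992 comparisons, 4582 kept direction and side of the threshold, 251 lost it, 135 gained it and 24 reversed. The alternatives without a filter and with a raw signal above 100 on every array remove no probe and so say nothing. The number of genes at least 2-fold higher in *age-1(mg44)* was 1361 with the adjusted p.

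Without background subtraction, 2455 genes changed in *age-1(mg44)*, 0 between CY262 and *age-1(mg44)* and 0 between CY251 and *age-1(mg44)*. There 685 genes were at least 2-fold higher in *age-1(mg44)*, 7 were rescued in both strains, 5 in CY262 only and 11 in CY251 only. From Agilent's processed signal with loess, 0 genes changed between CY262 and *age-1(mg44)* and 0 between CY251 and *age-1(mg44)*, 2626 were at least 2-fold higher, 64 were rescued in both, 30 in CY262 only and 42 in CY251 only. With normexp and offset 10, 1 gene changed between CY262 and *age-1(mg44)* and 0 between CY251 and *age-1(mg44)*.

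With median centring in place of loess, 11256, 11815 and 12515 genes changed in *age-1(mg44)*, CY262 and CY251, 0 and 0 in CY262 and CY251 against *age-1(mg44)*, and 16 were rescued in both and 6 in CY262 only. Here *daf-2* reversed to -0.75, -0.55 and -0.58 in *age-1(mg44)*, CY262 and CY251 (0.15, 0.31 and 0.25 with loess), *daf-16* to -0.53 and -0.69 in CY262 and CY251 (0.40 and 0.32 with loess), and *acs-2* to -0.62 and -0.66 in CY262 and CY251.

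With the study's scaling of raw signal, 14310, 14829 and 15201 genes changed in *age-1(mg44)*, CY262 and CY251, and 0 and 0 in CY262 and CY251 against *age-1(mg44)*. There 828 were at least 2-fold higher, 5 rescued in both, 1 in CY262 only and 7 in CY251 only, with 4 concordant *daf-2* targets rescued in both and 66.24% concordant. This scaling moves the median log2 ratio of all genes to 0.512, 0.397 and 0.444 in the 3 strains against wildtype and to -0.136 for CY262 against *age-1(mg44)*, and 76.6%, 73.4% and 73.3% of the changed genes were higher (59.4%, 56% and 59.1% with loess). Below this shift, *daf-2* reversed to -0.41, -0.32 and -0.25, *daf-16* to -0.43 and -0.58 in CY262 and CY251, and *acs-2* to -0.28 and -0.29. *hsf-1*, at -0.79, -0.59 and -0.75 with loess, reversed to 0.085 in *age-1(mg44)* and 0.015 in CY262, which is less than the shift. The value table moves the medians of *age-1(mg44)* and CY262 to -0.114 and -0.148.

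With the study's z-scores of raw signal and t-test, 0, 2060 and 10245 genes changed in *age-1(mg44)*, CY262 and CY251, and 0 and 0 in CY262 and CY251 against *age-1(mg44)*. There 717 were at least 2-fold higher, 8 rescued in both, 1 in CY262 only and 11 in CY251 only, with 5 concordant *daf-2* targets rescued in both and 64.61% concordant. The rises of *cyp-35B1* (2.31) and *sod-3* (2.86) lost the threshold. These z-scores move the median log2 ratio of all genes to 0.504, 0.396 and 0.439 in the 3 strains against wildtype. Below this shift, *daf-2* reversed to -0.31 and -0.25 and *daf-16* to -0.41 and -0.58 in CY262 and CY251, and *acs-2* to -0.29 in CY251. *hsf-1* reversed to 0.069 in *age-1(mg44)* and 0.0047 in CY262, which is less than the shift. With the methods' t-test, 0, 120 and 2197 genes changed in *age-1(mg44)*, CY262 and CY251, 0 and 0 in CY262 and CY251 against *age-1(mg44)*, and 8 were rescued in CY262 only, and the rises of *cyp-35B1* (4.05) and *sod-3* (4.49) lost the threshold. With only the arrays of the strains compared, 852, 3096 and 3611 genes changed, 0 and 0 against *age-1(mg44)*, and *cyp-35B1* (4.05) lost the threshold. The t-test and the fit to only the arrays compared have fewer arrays to estimate the spread.

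With Agilent's LogRatio, 0 genes changed in CY262 and 0 in CY251 against *age-1(mg44)*, and 63 were rescued in both. With the series matrix value table, 2 genes changed between CY262 and *age-1(mg44)*, and 42 were rescued in CY262 only. With an intensity trend 5 genes changed between CY251 and *age-1(mg44)*, and with array weights 5, with 47 rescued in CY251 only. Rescue in both strains by p against wildtype alone gave 121 genes, and by adjusted p with at least 50% of the rise removed 1. Rescue of *daf-2* targets by p against wildtype alone gave 26 concordant targets in both.

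With the replicate block, 5716 genes changed in *age-1(mg44)*, 0 and 0 in CY262 and CY251 against *age-1(mg44)*, and 47 were rescued in both, 26 in CY262 only and 48 in CY251 only. Deviations of the log ratios from the strain means had, for arrays with one number, correlations between -0.164 and 0.785 (median 0.552, 7 pairs), and for arrays with different numbers between -0.785 and 0.493 (median -0.3835). Centring on the strain means ties these values to each other (0.745 and -0.745 for CY262 replicate 1 with the 2 *age-1(mg44)* arrays), so their contrast is not read. Since CY262 and CY251 replicate 2 did not deviate together (-0.164), the number was not taken as a pairing. Under the value table's assignment the same-number correlations were 0.419 to 0.827 (median 0.684) and the others -0.827 to 0.569. Centring ties these values in the same way. The value table's assignment with replicate block gave 6270, 9433 and 8990 genes in *age-1(mg44)*, CY262 and CY251, 29 between CY262 and *age-1(mg44)*, 0 between CY251 and *age-1(mg44)*, and 63 rescued in CY262 only. The value table's assignment without the block gave 4 genes between CY251 and *age-1(mg44)* and 38 rescued in CY262 only. With the extraction day as a term, which takes out CY262 replicate 2, 3301 genes changed in CY262, 1 between CY262 and *age-1(mg44)*, and 32 were rescued in CY262 only.

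With the 2 replicate-2 arrays exchanged, 12 genes changed between CY262 and *age-1(mg44)*, 61 between CY251 and *age-1(mg44)* and 28 between CY262 and CY251. Of the rescued genes, 31 were in CY262 only and 110 in CY251 only, with 4 concordant *daf-2* targets in both, and *lipl-4* reversed to -0.29 in CY262. With both left out, 3116 genes changed in CY262, 3011 in CY251, 1 between CY262 and *age-1(mg44)*, 0 between CY251 and *age-1(mg44)* and 1 between CY262 and CY251. There 36 were rescued in CY262 only and 118 in CY251 only, with 4 concordant *daf-2* targets in both. With the processed signal above 100 on every array, 0 and 0 genes changed in CY262 and CY251 against *age-1(mg44)*.

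Leaving out each array in turn gave 278 to 3661 genes in *age-1(mg44)* (278 without its replicate 2), 3225 to 5933 in CY262 (3225 without its replicate 3), 3450 to 5734 in CY251 (3450 without its replicate 2), and 0 to 1 in CY262 and 0 to 1 in CY251 against *age-1(mg44)*. It gave 1304 to 1742 genes at least 2-fold higher, 24 to 62 rescued in both (62 without *age-1(mg44)* replicate 1), 10 to 43 in CY262 only (43 without CY262 replicate 3), 9 to 111 in CY251 only (111 without CY251 replicate 2), 5 to 13 concordant *daf-2* targets rescued in both, and 72.32% to 82.48% concordant. *cyp-35B1* in *age-1(mg44)* was 3.22 to 4.88, and below the threshold without replicate 1. The *hsp-16* median was 0.0658 (without *age-1(mg44)* replicate 2) to 5.01 (without its replicate 1). Where 1 *age-1(mg44)* array is left, it is assumed to vary like the other groups. Between 49 and 61 of 90 list tests passed camera's threshold over the settings.

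Between CY262 and CY251 as recorded no gene changed, a count that all 10 of the 10 splits of the 6 arrays reach whatever their values, so the splits test nothing there. With the replicate 2 arrays exchanged, 1 of 10 splits gave as many genes, the real one itself. That is the smallest share 10 splits can give, and chance cannot be excluded.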

Differences from the paper's values

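Of the settings in this part, the value table's assignment, alone and with the replicate block, and rescue of *daf-2* targets by p against wildtype alone were chosen after seeing the values, and the others were set before the data were examined.

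For the cyp-35B1 fold against wildtype in CY262, the paper gives 1.64, and the value here was 2.715. Without background subtraction (1.523), with median centring (2.398), the study's scaling (1.841), z-scores (1.843) and without CY262 replicate 1 (2.117) the value was within 1.5 times the paper's. Under the other alternatives set before the data were examined it was not. Under the value table's assignment, with and without the block, it was 2.281, within 1.5 times, a setting chosen after seeing the values. The paper's value lies within the range of the CY262 arrays as recorded (log2 0.59 to 2.16).

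Of transcripts at least 2-fold higher in *age-1(mg44)*, the paper counts 791 and 1707 were counted here. The count was within 1.5 times the paper's without background subtraction (685), with the study's scaling (828) and with z-scores (717), and not under the others. For rescue in both strains, the paper counts 127 and 30 were counted here. Only the criterion of the p against wildtype alone came within 1.5 times (121). As a percent rescued in both, this is the paper's 16% against 1.757% here, and 7.088% by the p against wildtype alone. No alternative run for this share came within 1.5 times.

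The paper counts 37 genes rescued in CY262 only, against 16 here. From the processed signal (30), the series matrix (42), the replicate block (26), the extraction day (32), without CY262 replicate 1 (28), 2 (32) or 3 (43), and with the replicate 2 arrays exchanged (31) or left out (36) the count was within 1.5 times, and under the others not. The value table's assignment, chosen after seeing the values, gave 38. For CY251 only, the paper counts 12, against 24 here. Without background subtraction (11), with median centring (17), z-scores (11), without CY251 replicate 1 (18), *age-1(mg44)* replicate 2 (12) or CY262 replicate 3 (9) the count was within 1.5 times, and under the others not.

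Of *daf-2* targets, the paper counts 113 as changed, against 223 here, and only the methods' t-test (138) and the fit without *age-1(mg44)* replicate 2 (137) came within 1.5 times. It counts 82 concordant targets (162 here), reached with the t-test (107), z-scores (115) and without *age-1(mg44)* replicate 2 (113) only. Of these it counts 25 rescued in both (9 here) and 53 in neither (146 here). The percent of concordant daf-2 targets rescued in both is the paper's 30% against 5.556% here. No alternative set before the data were examined came within 1.5 times of these 3 values. Rescue by p against wildtype alone, run for these targets only after seeing the values, gave 26 in both, within 1.5 times the paper's count, but 16.05% and 124 in neither.

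For the hsp-16.41 fold against wildtype in CY262, Table S3 of the paper gives 0.414, and the value here was 1.727. It was within 1.5 times the paper's value, or within the SD of the CY262 arrays as recorded, with the series matrix (0.7924), z-scores (0.4578) and the replicate block (0.6474), and not under the other alternatives set before the data were examined. The value table's assignment with the block, chosen after seeing the values, gave 0.5914.

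A calculation chosen after seeing the paper's values and for closeness to them, out of 1196 combinations of array sets and signals per strain and 27 forms of the p-value, gave 798 genes at least 2-fold higher, 36 rescued in CY262 only, 118 *daf-2* targets changed and 88 concordant, but 31 rescued in both, 19 in CY251 only and 6 concordant targets in both. That same calculation, found by that search of 1196 combinations and so chosen after seeing the values, gave 169 genes by the p against wildtype alone.

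The paper reports rescue of *cyp-35B1* in both strains. Here it was lower than in *age-1(mg44)* in both (-2.61 and -2.82) but above wildtype at the unadjusted threshold. It met the criteria in both strains under the methods' t-test, z-scores and without CY262 replicate 3. It met them in CY262 only with the series matrix and without CY262 replicate 1, and in CY251 only without background subtraction, with median centring, LogRatio, array weights, without CY251 replicate 1 or 2, and with both replicate 2 arrays left out.

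Of the named genes that the paper reports as rescued in both strains, *acs-2* and *lipl-4* were (under 25 and 28 of 32 alternatives as well), and *clec-13*, *lys-7*, *vit-2*, *vit-4*, *vit-5*, *F09F7.7*, *cdr-2* and *F52H3.5* were not. Of these 8, *vit-2* met both criteria in both strains under 1 alternative, without CY251 replicate 2, and the others under none. By the p against wildtype alone, *vit-2* and *vit-4* met the criterion in both strains, and the other 6 did not. The probes of *vit-2*, *vit-4* and *vit-5* were saturated in the wildtype channel, which pulls their ratios toward 0, so these calls do not tell rescue from saturation. Of the families that the paper lists among the genes rescued in both, no glutathione S-transferase (of 23) and no glucuronosyltransferase (of 20) was, and 2 of 19 cytochrome P450s and 3 of 37 C-type lectins were. Alcohol dehydrogenases and nuclear hormone receptors, which the paper also lists, were not counted as families here. *sodh-2*, an alcohol dehydrogenase in the paper's tables, was rescued in both.

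The paper reports rescue of the *hsp-16* genes and *hsp-17* in both strains, and none met the criteria here. Under alternatives, *hsp-16.1* did without *age-1(mg44)* replicate 1, *hsp-16.2* without *age-1(mg44)* replicate 1 and without CY251 replicate 2, and *hsp-16.48* with the replicate block and without *age-1(mg44)* replicate 1. All 4 *hsp-16* genes did under the value table's assignment with the block, chosen after seeing the values. By the p against wildtype alone *hsp-16.2* was rescued in both. In CY251 only, *hsp-16.1* met the criteria with the replicate block and with the replicate 2 arrays exchanged, and *hsp-16.41* with the replicate block and without *age-1(mg44)* replicate 1. *hsp-16.2* met them in CY251 only under 8 alternatives: without background subtraction, with an intensity trend, array weights, the replicate block, the replicate 2 arrays exchanged or left out, and, both chosen after seeing the values, the processed signal above 100 and the value table's assignment. *hsp-17* never did in both strains, and did in CY251 only without CY251 replicate 2 and with both replicate 2 arrays left out.

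The paper reports preferential rescue of *nas-9*, *F17A9.5* and *clec-4* in CY251. Here their differences from *age-1(mg44)* in CY251 were -0.38, -0.44 and -1.03, and only *clec-4* met the criteria in CY251 alone under an alternative, with the replicate 2 arrays exchanged or left out. It reports preferential rescue of *fat-5*, *F09C8.1*, *F54F3.3*, *F42A10.6* and *lec-6* in CY262. Here their differences in CY262 were -0.81, -0.66, -0.57, -0.65 and -0.62, and none met the criteria under any alternative.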

Other observations

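In this part, the comparison of Table S2 with the arrays, the exchange test on the *hsp-16* channels and the SD within strains were chosen after the result was seen, and the simulation, the regrouping of arrays and the comparison of channel SDs over the 8 arrays were planned before.

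The fold changes in Table S2 were compared with those computed from the arrays under each of the 10 splits of the 6 CY262 and CY251 arrays, with the processed signal divided by its mean over the array, a calculation picked after seeing the table, for closeness to it, as one of the closest of 1196 combinations of 92 array sets and 13 signals per strain. Over 771 genes the median absolute log2 difference was 0.287 for CY262 and 0.268 for CY251 with the arrays as recorded, 0.304 and 0.276 with the arrays as their file names say, and 0.0422 and 0.0776 under the value table's assignment. The other 7 splits gave 0.145 to 0.239 for CY262. The search over all combinations covered 736 genes. In it, the closest for CY262 (0.0414) and CY251 (0.0617) used the value table's arrays too, with the next set at 0.0772 and 0.0895. The arrays as recorded lay at 0.192 for CY262 and 0.268 for CY251 in that search. A candidate explanation is that the study's values for CY262 and CY251 come from the arrays under which the value table lists them. Which assignment holds for the animals cannot be read from this.

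The 30 genes rescued in both strains as recorded were *acs-2*, *C10F3.7*, *C48B4.3*, *clc-25*, *clec-128*, *clec-18*, *clec-47*, *cnc-3*, *cyp-14A1*, *cyp-34A9*, *F17C11.6*, *F25E5.8*, *F35E8.7*, *F47B8.4*, *fbxa-31*, *glam-1*, *grd-16*, *idpb-5*, *ilys-4*, *K01D12.1*, *lipl-4*, *mec-17*, *nekl-2*, *R10D12.15*, *sodh-2*, *spp-12*, *ttr-23*, *W01F3.2*, *ZC443.3* and *ztf-26*, listed after their values were seen. If the 3 strains did not differ and the genes were only selected for high values on the shared *age-1(mg44)* arrays, simulated arrays would give as many, and 0 of 100 draws did. Of 100 drawn assignments of the 8 arrays to groups of 2, 3 and 3 (280 are possible), 3 gave at least 30 genes, the real one included. The others gave 0 to 32, with a median of 3. Few groupings thus gave as many genes, but 100 draws fix that share too loosely to exclude chance at 0.05. Arrays were exchanged without regard to replicate number, and only the count as recorded was tested this way. These tests do not say which genes.

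The *hsp-16* log ratios differed between arrays of one strain. If the wildtype RNA caused this, the wildtype channel would vary at least as much as the strain channel. The SD over the 8 arrays of the *hsp-16* median was 1.2 in the wildtype channel and 1.81 in the strain channel (exact p = 0.438 over 256 exchanges of the channels), but differences between the strains add to the second. Within strains the SD was 1.39 and 1.32. From *age-1(mg44)* replicate 1 to 2 the wildtype channel fell from 11.8 to 9.14 and the strain channel rose from 11.85 to 14.17. Both channels varied within strains. The wildtype channel followed the recorded replicate number. It was 10.71 to 12.07 in replicate 1, 9.092 to 9.14 in replicate 2, and 9.977 and 9.805 in replicate 3. The exchange test takes no account of that number, and the grouping was seen in the values and not tested. Why the wildtype channel followed the number, and what varied in the strain channel, was not established. No biological explanation was tested.

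The genes with the largest rise in *age-1(mg44)* were *msp-59* (7.64, adjusted p = 0.000327 from limma), *msp-53* (7.48), *msp-78* (7.47), *msp-113* (7.44) and *ZK1248.4* (7.40), higher on both *age-1(mg44)* arrays. In CY251 the strain channel of *msp-59*, *msp-53*, *msp-113* and *ZK1248.4* was saturated, which pulls their fitted values there (6.87, 6.64, 6.55 and 6.96) toward 0. The largest falls were *T22B7.7* (-5.02, adjusted p = 0.00137 from limma), *col-135* (-3.46), *dod-23* (-2.87), *C50E3.12* (-2.53) and *nasp-2* (-2.43), lower on both arrays. *T22B7.7* was -0.34 in CY262 and -0.47 in CY251, a difference from *age-1(mg44)* of 4.69 (adjusted p = 0.205 from limma) and 4.55 (adjusted p = 0.184 from limma). *sqt-1* was 4.40 on CY262 replicate 1 and 4.92 on CY251 replicate 2, and between 0.32 and 2.11 on the other 6 arrays. In CY262 it was 2.16 above wildtype as recorded (adjusted p = 0.132 from limma), 3.81 under the value table's assignment (0.00274) and 3.58 under the file names (0.00652). With the arrays exchanged as their file names say, *T22B7.7* in CY251 differed from *age-1(mg44)* past the threshold (4.93, adjusted p = 0.0227 from limma).

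Of the other lists in *age-1(mg44)*, the median log2 fold change was -1.32 for 6 yolk proteins (camera adjusted p = 0.0145, fry 0.17 from limma, 0 of 6 higher; *vit-2*, *vit-4* and *vit-5* were saturated in the wildtype channel, so this value is not exact), 0.82 for 14 intestine genes (camera 0.00151, fry 0.011, 12 of 14 higher), 0.76 for 13 body wall muscle genes (camera 0.0114, fry 0.201, 11 of 13 higher), 0.25 for 19 neuron genes (camera 0.183), 0.094 for 74 ribosomal protein genes (camera 0.0683) and 2.63 for the *hsp-16* genes measured on all arrays (camera 0.183). The signs for neuron and ribosomal genes changed with the setting. Over all lists and comparisons, 51 of 90 passed camera's threshold and 27 fry's.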
